# Widespread destabilization of *Caenorhabditis elegans* microRNAs by the E3 ubiquitin ligase EBAX-1

**DOI:** 10.1261/rna.080276.124

**Published:** 2025-01

**Authors:** Michael W. Stubna, Aditi Shukla, David P. Bartel

**Keywords:** miRNA, EBAX-1, TDMD, miR-35, miR-43

## Abstract

MicroRNAs (miRNAs) associate with Argonaute (AGO) proteins to form complexes that direct mRNA repression. miRNAs are also the subject of regulation. For example, some miRNAs are destabilized through a pathway in which pairing to specialized transcripts recruits the ZSWIM8 E3 ubiquitin ligase, which polyubiquitinates AGO, leading to its degradation and exposure of the miRNA to cellular nucleases. Here, we found that 22 miRNAs in *Caenorhabditis elegans* are sensitive to loss of EBAX-1, the ZSWIM8 ortholog in nematodes, implying that these 22 miRNAs might be subject to this pathway of target-directed miRNA degradation (TDMD). The impact of EBAX-1 depended on the developmental stage, with the greatest effect on the miRNA pool (14.5%) observed in L1 larvae, and the greatest number of different miRNAs affected (17) observed in germline-depleted adults. The affected miRNAs included the miR-35–42 family, as well as other miRNAs among the least stable in the worm, suggesting that TDMD is a major miRNA-destabilization pathway in the worm. The excess miR-35–42 molecules that accumulated in *ebax-1* mutants caused increased repression of their predicted target mRNAs and underwent 3′ trimming over time. In general, however, miRNAs sensitive to EBAX-1 loss had no consistent pattern of either trimming or tailing. Replacement of the 3′ region of miR-43 substantially reduced EBAX-1 sensitivity, a result that differed from that observed previously for miR-35. Together, these findings broaden the implied biological scope of TDMD-like regulation of miRNA stability in animals, and indicate that a role for miRNA 3′ sequences is variable in the worm.

## INTRODUCTION

MicroRNAs (miRNAs) are ∼22 nt RNAs that associate with Argonaute (AGO) proteins to direct the posttranscriptional repression of mRNAs (Jonas and Izaurralde 2015; Bartel 2018). Within the miRNA–AGO complex, the miRNA recognizes sites within mRNAs, typically through pairing to the miRNA seed region (miRNA nucleotides 2–8) (Bartel 2009), and AGO recruits mRNA-deadenylation machinery, ultimately leading to destabilization and/or translational repression of the targeted mRNA (Jonas and Izaurralde 2015). More than 500 miRNAs have been identified in humans (Fromm et al. 2015). Together, they regulate most human mRNAs (Friedman et al. 2009), and many of the broadly conserved mammalian miRNAs are essential for viability or proper development (Bartel 2018).

Most miRNAs are long-lived within the cell, with half-lives often exceeding a day (Kingston and Bartel 2019; Reichholf et al. 2019), presumably because their association with an AGO protein shields them from cellular nucleases. However, some miRNAs turn over more rapidly, with half-lives of only a few hours (Rissland et al. 2011; Kingston and Bartel 2019; Reichholf et al. 2019). Some of these relatively short-lived miRNAs are destabilized through the action of unusual target sites that direct their degradation. In this target-directed miRNA degradation (TDMD), pairing to the site recruits the ZSWIM8 Cullin/RING-type E3 ubiquitin ligase, leading to polyubiquitination and degradation of AGO, leaving the miRNA exposed to cytoplasmic nucleases (Han et al. 2020; Shi et al. 2020; Han and Mendell 2023; Buhagiar and Kleaveland 2024).

TDMD was first described as a phenomenon triggered by sites within viral or synthetic target RNAs (Ameres et al. 2010; Buck et al. 2010; Cazalla et al. 2010; Libri et al. 2012; de la Mata et al. 2015). More recently, cellular transcripts have also been found to have sites that direct miRNA degradation. For example, a site in the murine *Nrep* 3′ UTR—conserved to the long noncoding (lnc)RNA *libra* in zebrafish—directs degradation of miR-29b (Bitetti et al. 2018), and a site in the Cyrano lncRNA triggers the destruction of miR-7 (Kleaveland et al. 2018). Two other sites that direct miRNA degradation have been reported among mammalian transcripts (Ghini et al. 2018; Simeone et al. 2022), and another six have been found among fly transcripts (Kingston et al. 2022; Sheng et al. 2023). Each of these 10 sites reported within endogenous TDMD triggers resembles sites reported within viral or artificial triggers in having not only pairing to the miRNA seed but also extensive pairing to the miRNA 3′ region. This pairing to the miRNA 3′ region causes conformational changes to the protein and mRNA (Sheu-Gruttadauria et al. 2019), which are proposed to favor binding of ZSWIM8 and polyubiquitination of AGO (Han et al. 2020; Shi et al. 2020).

Many additional cases of endogenous TDMD are also thought to occur, as indicated by the 30 named miRNAs that increase upon loss of ZSWIM8 in mammalian cells (Shi et al. 2020), the 74 miRNAs reported to increase upon ZSWIM8 loss in diverse mouse tissues (Jones et al. 2023; Shi et al. 2023), the 21 miRNAs that increase upon loss of the ZSWIM8 ortholog in Drosophila S2 cells or embryos (Shi et al. 2020; Kingston et al. 2022), and the 10 miRNAs that increase upon loss of the ZSWIM8 ortholog in *Caenorhabditis elegans* gravid adults (Shi et al. 2020). Indeed, the magnitude of increase observed upon ZSWIM8 loss corresponds closely with miRNA half-life, implying that TDMD explains the short half-lives of most short-lived miRNAs in mammalian and Drosophila cells (Shi et al. 2020).

In *C. elegans* gravid adults, the miRNAs that increase upon loss of the ZSWIM8 ortholog, known as EBAX-1, include miRNAs of the miR-35 family (Shi et al. 2020). The eight members of this family are highly expressed in embryos and required for embryonic development (Alvarez-Saavedra and Horvitz 2010; Dexheimer et al. 2020). The observation that members of the miR-35 family are EBAX-1 sensitive and rapidly decay as development proceeds to the first larval stage, implies that they are endogenous TDMD substrates (Shi et al. 2020; Donnelly et al. 2022). However, a *C. elegans* transcript that directs degradation of these miRNAs (or of any of the other EBAX-1–sensitive miRNAs) has yet to be reported. Moreover, the machinery that degrades miR-35 appears to recognize the miRNA seed but not its 3′ region, suggesting that if TDMD is occurring, it is specified through a process that, in stark contrast to all previously characterized examples, does not involve pairing to the miRNA 3′ end (Donnelly et al. 2022).

We set out to more fully understand the potential scope of endogenous TDMD in *C. elegans*, extending our analyses beyond gravid adults to identify which miRNAs are sensitive to EBAX-1 loss at each stage of worm development. We also examined whether the unusual 3′-region-independent recognition observed for miR-35 generalizes to other EBAX-1–sensitive miRNAs in *C. elegans*.

## RESULTS

### EBAX-1 appears to destabilize 22 miRNAs over the course of development

Because many *C. elegans* miRNAs are under temporal control (Lim et al. 2003; Kato et al. 2009), we reasoned that the EBAX-1–sensitive miRNAs reported in gravid adults (Shi et al. 2020) might be only a subset of those that are EBAX-1 sensitive over the course of development. To this end, we used small-RNA sequencing (sRNA-seq) to quantify the changes in miRNAs and other small RNAs upon EBAX-1 loss, comparing results for *ebax-1(tm2321)* null-mutant animals to those of WT animals across early and late embryos, four larval stages, and *glp-4(ts)* adults (which have a greatly diminished germline). 

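The time course holds 32 sRNA-seq libraries, with 2 control and 2 ebax-1 mutant libraries at each of 8 stages. The controls are wild type, except in germline-depleted adults, where both genotypes carry glp-4(bn2) and were raised at 25 °C. ebax-1(tm2321) is a null allele of the gene for EBAX-1, the worm ortholog of the ZSWIM8 subunit of an E3 ubiquitin ligase. Early embryos were collected directly after bleaching, late embryos after 6 h in M9 buffer, and L1 larvae after hatching without food. L2, L3, L4 and gravid adult worms were collected 16, 28, 42 and 68 h after plating on food, all at 20 °C, and the gravid adult libraries came from earlier published work, as the paper notes. The deposited table gives read counts for 310 miRNA strands, as the authors counted them. They trimmed the reads, matched the first 19 nt to a curated list of C. elegans miRNAs and removed spike-in counts before deposit. miR-44 and miR-45, whose mature strands are identical, share an entry. Total miRNA counts per library ran from 1343153 (an early embryo library of the mutant) to 20538418 (a gravid adult library of the wild type), with a median of 5789217.5. Levels are given as CPM of all miRNA counts, as mean ± SD of the 2 replicates. At each stage, strands with a mean CPM + 1 of at least 5 in the control libraries were tested with edgeR's quasi-likelihood test after TMM scaling, each stage on its own libraries, with Benjamini-Hochberg adjustment and a threshold of 0.01. Fold changes and their standard errors come from that fit. Scaling by total counts alone lowered the median log2 fold change of all tested strands from -0.01 to -0.19 in late embryos, from -0.01 to -0.20 in L1 larvae, from -0.03 to -0.16 in L3 larvae, from 0.01 to -0.13 in L4 larvae and from 0.03 to -0.08 in gravid adults, so changes are reported relative to TMM. ebax-1 mRNA is not measured by these counts and could not be used to check the genotype of a library.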

For comparison, we also reanalyzed the published datasets from gravid adults (Shi et al. 2020). To designate miRNAs as EBAX-1 sensitive, we combined DESeq2 differential expression analysis (Love et al. 2014) with a statistical model of experimental noise and secondary effects, which was based on the expectation that TDMD loss increases the levels of TDMD substrates, whereas the accompanying noise and secondary effects both decrease and increase miRNA levels (Wang and Bartel 2023).

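The designation was repeated on the deposited counts by fitting the same kind of mixture to DESeq2 p-values at each stage. miR-253 was called in early embryos (1 miRNA) and was called again in late embryos (15 miRNAs) and L1 larvae (11 miRNAs), beside the miR-35 family, miR-43 and miR-65. In L2 larvae the 8 calls were miR-35 to miR-41, a cluster transcribed mainly in the embryo, and miR-71, a miRNA studied in ageing and stress. L3 larvae gave 13 calls, among them miR-233, and L4 larvae 12. Gravid adults had 9 calls, including the heat-responsive miR-788 and miR-797, and germline-depleted adults 17, which added miR-61 and miR-250. The model takes decreases as the measure of noise and secondary effects. On counts simulated from these libraries, it recovered 11 to 12 of 12 miRNAs raised 8-fold when the large changes were all increases. It recovered 0 to 5 of 10 raised 4-fold when 10 others were raised 2-fold and 10 lowered to 0.5 times their level. The simulations also differed in the size of the increases, so the lower recovery cannot be put down to the decreases alone.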

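In early embryos, 32 of 206 tested miRNA strands were higher in ebax-1(tm2321) than in wild type and 7 were lower by edgeR's quasi-likelihood test. The passenger strands of miR-70, miR-56 and miR-64 were among those that rose most, with log2 fold changes of 1.23 (standard error 0.21), 1.00 (0.15) and 0.99 (0.16). lin-4, which times the passage from the L1 to the L2 stage, had the strongest fall, from 33.7 ± 6.76 CPM in wild-type embryos to 1.11 ± 0.510 CPM in the mutant (log2 fold change -4.55, standard error 0.36, adjusted p = 5.1e-29). Late embryos had 27 higher and 10 lower strands of 201. There miR-1834, a member of the abundant miR-58 family, fell with a log2 fold change of -1.08 (0.22, adjusted p = 0.0015), and the neuronal miR-790 and miR-52 of the miR-51 family fell less, with -0.51 (0.09) and -0.16 (0.02). L1 larvae had 15 higher strands of 207, among them miR-795 at 1.88 (0.29, adjusted p = 0.0087), and 2 lower ones, miR-788-5p at -0.82 (0.10) and the miR-232 passenger strand at -1.02 (0.13). Scaled by library size, the higher and lower strands numbered 21 and 13 in early embryos and 21 and 66 in late embryos. In L1 larvae they numbered 14 and 6, and DESeq2 gave 17 and 9 there. With all time course libraries in one fit, 1 strand was higher and 1 lower in early embryos, and 7 and 0 in late embryos. With 1 library left out, the early embryo counts were 19 higher and 11 lower (without wild-type replicate 1), 21 and 2 (wild-type replicate 2), and 0 and 0 without either mutant library (highest adjusted p for lin-4, 0.15), and the late embryo decreases 3 (mutant replicate 2). miR-1834 did not pass without wild-type replicate 1 or mutant replicate 2 (highest adjusted p 0.041), miR-795 without wild-type replicate 2 (0.084) and miR-788-5p without either mutant library (0.020), and the L1 decreases numbered 7 without mutant replicate 1 and 1 without replicate 2 of either genotype.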

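In L2 larvae, 13 of 208 strands were higher in the mutant and 4 were lower by edgeR's quasi-likelihood test. The passenger strands of miR-42, miR-43 and miR-44, which are cut from 1 primary transcript, rose together at log2 fold changes of 1.62 (standard error 0.29), 1.52 (0.31) and 1.25 (0.26). miR-77 fell from 532 ± 29.8 to 52.8 ± 7.68 CPM (log2 fold change -3.28, standard error 0.25, adjusted p = 2.4e-06), and 3 others also fell, with -2.06 for miR-799, -1.57 for miR-788-5p and 0.499 times the wild-type level for miR-70. L3 larvae had 18 higher and 6 lower strands of 217; miR-38 of the miR-35 family rose most, 35.5-fold, and the intestinal miR-60 was lower at -0.52 (0.07, adjusted p = 0.0084). Scaled by library size these were 13 and 9. L4 larvae had 12 higher strands of 223, led by miR-41 at 3.14 (0.30) and miR-71 at 3.11 (0.25), and gravid adults 1 of 223. None was lower in L4 larvae or gravid adults, against 37 and 14 at an unadjusted p under 0.05 and 12 and 0 by DESeq2. In germline-depleted adults 12 of 206 were higher and 0 lower (26 at an unadjusted p under 0.05, 7 by DESeq2). With 1 library left out, the increases numbered 0 without either wild-type library in L2 larvae (highest adjusted p for miR-77, 0.042), 10 without either wild-type library and 29 without mutant replicate 1 in L3 larvae, 2 and 0 without wild-type replicate 1 and 2 in L4 larvae, 9 and 4 without wild-type replicate 1 and 2 and 0 without either mutant library in gravid adults, and 19, 22, 30 and 25 without control replicate 1 and 2 and mutant replicate 1 and 2 in germline-depleted adults. The decreases numbered 0, 0, 2 and 12 in that order of libraries in L2 larvae, 0, 0, 24 and 3 in L3 larvae, 0, 0, 5 and 0 in L4 larvae, 1, 0, 0 and 0 in gravid adults, and 1, 0, 15 and 4 in germline-depleted adults.

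**Figure D1:**
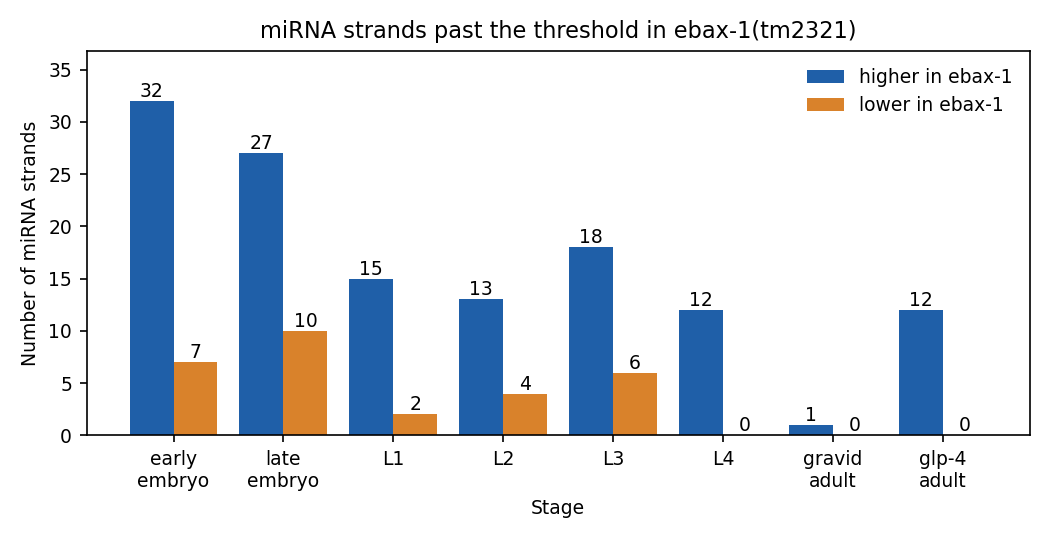
Number of miRNA strands (y axis) that were higher (blue) or lower (orange) in ebax-1(tm2321) than in controls at each stage (x axis), at an adjusted p under 0.01 from edgeR's quasi-likelihood test with 2 libraries per group. Higher strands outnumbered lower ones at every stage, from 32 against 7 in early embryos to 1 against 0 in gravid adults (scaled by library size, 21 against 66 in late embryos); the germline-depleted adults (glp-4) are compared with glp-4 controls.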

At each developmental stage examined, at least one miRNA accumulated in *ebax-1* mutants (Fig. 1A). 

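The list of 22 miRNAs that the study called EBAX-1 sensitive was chosen on these same libraries, so its counts are not independent evidence of direction. By edgeR's quasi-likelihood test, 8 of its members rose in early embryos, 16 in late embryos, 14 in L1, 8 in L2, 14 in L3 and 12 in L4 larvae, 1 in gravid adults and 12 in germline-depleted adults. Of 22 members tested in L1 larvae and 22 in L2 larvae, 1 fell at each stage, miR-788, which is a heat-responsive miRNA. The members that did not pass numbered 14 of 22 in early embryos and 6 of 22 in late embryos. Adjusted over the list alone, the counts of members that rose were 10, 16, 14, 9, 16, 17, 8 and 19 in the same order, and 1 member fell in late embryos, 1 each in L1 and L2 larvae and 2 in L3 larvae. The median log2 fold change of the list was lowest in early embryos, at 0.25, and was 1.79 in L4 larvae and 2.99 in germline-depleted adults. Every miRNA that the study called at a stage was higher in the mutant in both same-numbered pairs of libraries there.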

In sum, 22 unique miRNAs from nine miRNA families were EBAX-1 sensitive in at least one stage (Fig. 1B). L1 larvae homozygous for an independent null allele of *ebax-1*, *ju699*, had a pattern of miRNA accumulation closely matching that of *ebax-1(tm2321)* L1 larvae (Supplemental Fig. S1A,D), which confirmed both the role of *ebax-1* in influencing miRNA levels and the reproducibility of our sRNA-seq analyses.

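L1 larvae of ebax-1(ju699), a second null allele, were sequenced beside wild-type L1 larvae in 2 replicates each. These 4 libraries held 2433129 to 3076485 miRNA counts (median 2660113.5) and were tested as at the other stages. The difference between the alleles was tested as an interaction in 1 fit of both L1 experiments, each mutant against its own controls, at an adjusted p under 0.05. Scaling by total counts alone moved the median log2 fold change of the ju699 comparison from -0.00 to -0.31.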

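The miR-35 family, whose members share a seed and act in the embryo, rose strongly in L1 larvae of the ju699 allele. miR-38 was 27.5-fold higher than in wild type (log2 fold change 4.78, standard error 0.50, adjusted p = 0.0071), miR-35 21.0-fold and miR-42, from a separate locus, 5.61-fold. Outside the family, miR-253 rose with a log2 fold change of 2.29 (0.22), miR-65 with 1.61 (0.11), its cluster neighbour miR-64 with 1.17 (0.11) and miR-795 with 2.51 (0.29). In all, 10 of 215 strands were higher by edgeR's quasi-likelihood test (2 when scaled by library size, 16 by DESeq2), and 6 of the 8 family members passed (8 adjusted over the list alone). miR-36 was 17.2-fold higher (adjusted p = 0.011), miR-41 8.08-fold (0.015) and miR-43 1.89-fold (0.075), which did not pass. No strand was lower (8 at an unadjusted p under 0.05, 2 by DESeq2), and leaving out any 1 of the 4 libraries gave 1. Across the 205 strands tested with both alleles, log2 fold changes had a Pearson's r of 0.840 and a Spearman's rho of 0.340; without the 22 EBAX-1-sensitive miRNAs, over 183 strands, they were 0.240 and 0.155. These are correlations across strands, which are not independent replicates, and the alleles had separate controls. In wild-type L1 larvae of the tm2321 experiment, let-7 stood at 2.97 CPM, below the filter of that comparison, so it was not tested there alone. It entered the interaction because the filter there took the mean over the controls of both experiments. The interaction had an unadjusted p under 0.05 for 33 of 212 strands, and 10 passed by DESeq2. By edgeR it passed for 1, let-7, whose change was -4.72 on the log2 scale in ju699 relative to tm2321 (adjusted p = 0.046). That count was 0 without either wild-type library of the tm2321 experiment or without ju699 replicate 2, 3 without ju699 replicate 1, and 4 and 6 without replicate 1 and 2 of the other controls. From the matching pattern of the alleles, the paper concludes that ebax-1 influences miRNA levels and that the sequencing results are reproducible.

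**Figure D2:**
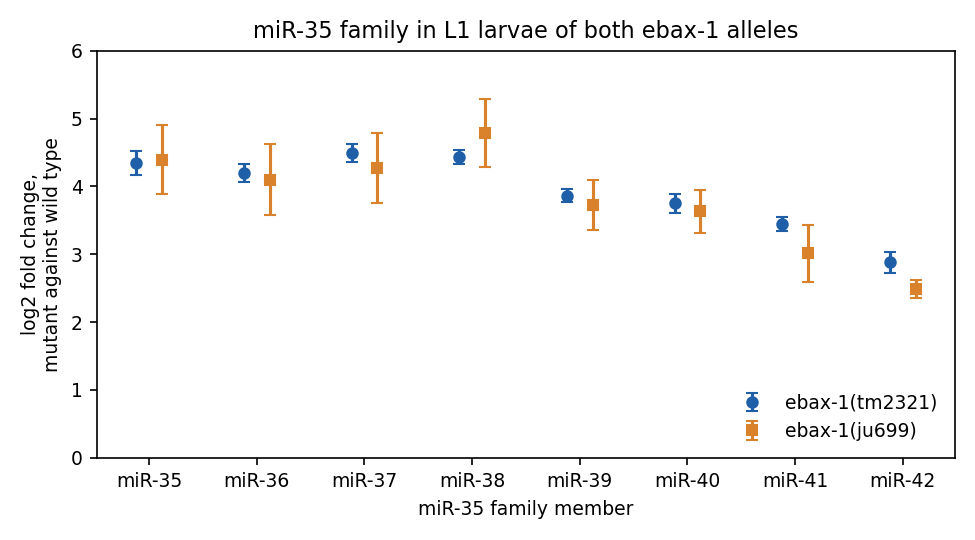
Log2 fold changes (y axis) of the 8 miR-35 family members (x axis) in L1 larvae of ebax-1(tm2321) (circles) and ebax-1(ju699) (squares), each against its own wild-type controls with 2 libraries per group; bars are standard errors from edgeR. Values run from 2.88 for miR-42 to 4.49 for miR-37 with tm2321 and from 2.49 to 4.78 with ju699.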

**FIGURE 1.**
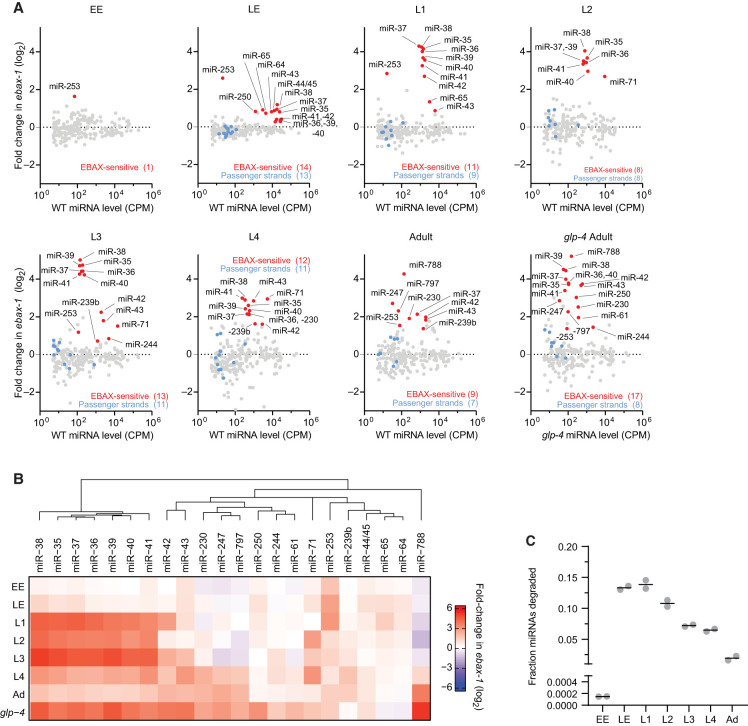
EBAX-1 limits accumulation of 22 miRNAs across worm development. (*A*) The effect of EBAX-1 loss on miRNA levels in worms of the indicated stage, as measured by sRNA-seq. Plotted are fold-changes in miRNA levels in *ebax-1(tm2321)* null-mutant worms compared to wild-type worms. Points for miRNAs called EBAX-1–sensitive are red, and those of their corresponding passenger strands are blue. miRNAs were called EBAX-sensitive by a statistical pipeline combining DESeq2 and a bi-beta uniform mixture (BBUM) model of noise and secondary effects with a false discovery rate (FDR) threshold of < 0.01 (Supplemental Table S1). miRNA levels are expressed as counts per million miRNA reads (CPM; including one pseudocount), averaged across two biological replicates. miRNAs were filtered for a mean wild-type expression of ≥5 CPM (including the pseudocount) for reliable quantification. Some miRNAs did not have passenger strands that exceeded this expression cutoff, whereas miR-44/45 had two quantifiable passenger strands at each stage examined (Supplemental Table S1). Results from adult worms were reanalyzed from Shi et al. (2020). For consistency, we reanalyzed only the two adult replicates whose *ebax-1* mutant samples were derived from strain CZ9907, as samples of all other stages were obtained using this strain. Our lower limit for the *y*-axes excluded three points: miR-1817 in L4, miR-77 in L2, and lin-4 in EE. (*B*) Summary of EBAX-1–sensitive miRNAs identified through sRNA-seq. Shown are mean fold changes in miRNA levels upon EBAX-1 loss at each stage examined for miRNAs that were EBAX-1–sensitive at one or more stages. To group miRNAs with similar patterns of EBAX-1 sensitivity across development, we performed unsupervised hierarchical clustering on the fold-change data using the R package ComplexHeatmap with default clustering parameters. (*C*) The fraction of cellular miRNA molecules degraded through EBAX-1 across development. For each sRNA-seq library at each developmental stage, raw miRNA counts corresponding to EBAX-1–sensitive or non-EBAX-1–sensitive miRNAs were summed. Wild-type miRNA counts were then scaled so that the sum of their non-EBAX-1–sensitive miRNA counts equaled that in the *ebax-1* mutant in the same replicate, allowing absolute comparisons of EBAX-1–sensitive miRNA counts. The wild-type sum of EBAX-1–sensitive miRNA counts after scaling was then subtracted from the sum of unscaled EBAX-1–sensitive miRNA counts, yielding an estimate of how many EBAX-1–sensitive molecules accumulated in the *ebax-1* mutant. The resulting difference was divided by the unscaled sum of all miRNA counts in the *ebax-1* mutant library to yield the fraction of cellular miRNA molecules degraded. Each point denotes a biological replicate, and lines denote the mean of the two replicates.

To speak to whether this enhanced accumulation in the *ebax-1* strains represented impaired miRNA degradation or increased miRNA production, we examined the levels of miRNA passenger strands. miRNA passenger strands are produced in parallel with the miRNA strands as a side product of miRNA biogenesis (Bartel 2018). For the 22 miRNAs that significantly increased upon EBAX-1 loss at one or more stages, we observed relatively small changes in passenger-strand abundance (Fig. 1A; Supplemental Fig. S1B), which indicated that miRNA production was not substantially altered—consistent with a posttranscriptional effect of EBAX-1 on mature, AGO-loaded miRNAs. Thus, our analyses of worms over the course of development increased the number of known EBAX-1–sensitive miRNAs from 10 to 22, with a concomitant increase in the implied scope of TDMD in nematodes.

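From late embryo to L4, the guide strand rose against its own passenger strand at most hairpins whose guide the study called. The ratio of guide to passenger, tested with limma on log2(CPM + 1), rose for 14 of 14 pairs in late embryos (median log2 change 0.95), 9 of 9 in L1 larvae (3.89), 7 of 7 in L2 larvae (2.98), 10 of 11 in L3 larvae (3.64) and 10 of 11 in L4 larvae (2.67). It rose for 3 of 7 pairs in gravid adults and 6 of 8 in germline-depleted adults. The guides were called for a rise in these same libraries, so these counts are not independent evidence of direction. Among the other pairs, from late embryo to L4, the ratio rose for 6 of 65, 7 of 66, 3 of 73, 4 of 74 and 6 of 78. It fell for 2, 5, 9, 1 and 2 of them. Passenger strands of the miRNAs called at a stage had median log2 fold changes between -0.13 (late embryos, 14 strands) and 0.59 (germline-depleted adults, 8 strands), against 0.98 and 3.71 for the guides. By edgeR's quasi-likelihood test and by DESeq2, 0 of these passenger strands passed at any stage. At an unadjusted p under 0.05, at most 3 rose (L3 larvae) and at most 2 fell at 1 stage. The highest single log2 fold change was 1.49, for the miR-42 passenger strand in germline-depleted adults. On simulated counts, edgeR recovered 10 and 9 of 10 strands raised 2-fold in late embryos and L1 larvae. It recovered 3, 2 and 1 of 10 in L2, L3 and L4 larvae, 0 in gravid and 1 in germline-depleted adults. DESeq2 recovered at most 6 of 10 at these later stages, so changes of that size could be missed. Over the passenger strands of all 22 miRNAs, whether or not the guide was called at the stage, 10 of 18 rose in early embryos (median 0.49), among them those of miR-35, miR-37, miR-39 and miR-40, 1 of 18 in late embryos (miR-71) and 3 of 18 in L2 larvae. From the small passenger changes, the paper reasons that miRNA production was not substantially altered, and it proposes a posttranscriptional effect of EBAX-1 on mature, AGO-loaded miRNAs.

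**Figure D3:**
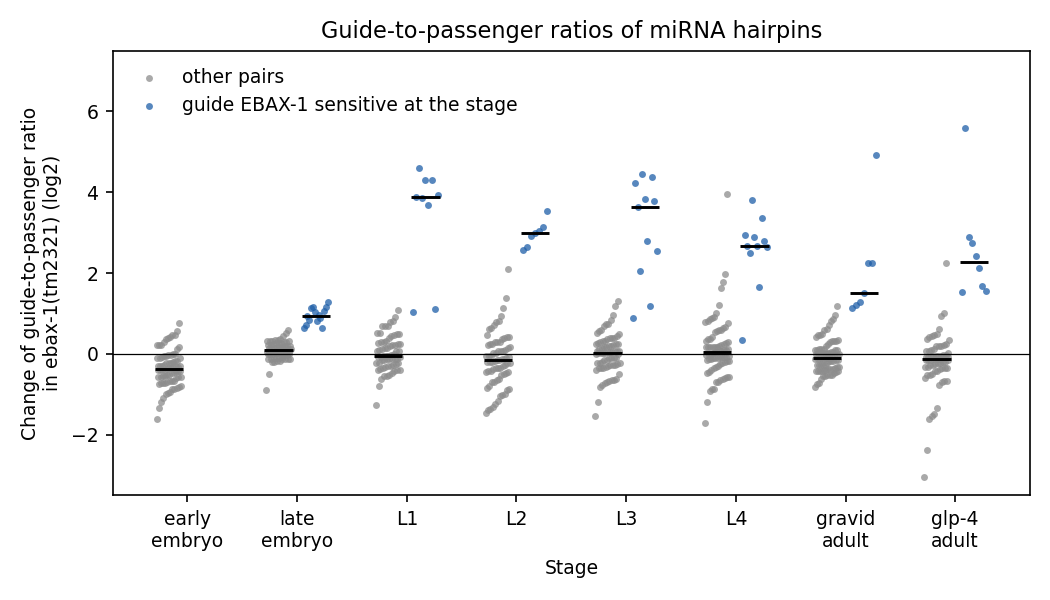
Change of the guide-to-passenger ratio in ebax-1(tm2321) on the log2 scale (y axis) for each miRNA hairpin at each stage (x axis); blue points are hairpins whose guide the study called at that stage, grey points all others, and black lines medians. The grey medians lie between -0.36 (early embryos, 78 pairs) and 0.10 (late embryos, 65 pairs).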

Our results from L3 and L4 larvae were in substantial agreement with a recent report of miRNAs that increase upon EBAX-1 loss at mid-to-late larval stages (Nahar et al. 2024). Any differences with the other study were difficult to evaluate because it was carried out for other purposes, after culture at an elevated temperature (25°C), and did not report the fate of passenger strands or perform biological replicates required for statistical analysis.

*ebax-1* mRNA is expressed throughout development, with a modest peak during late embryogenesis (Supplemental Fig. S1C; Wang et al. 2013; Boeck et al. 2016). Fourteen miRNAs were sensitive to loss of *ebax-1* in late embryos (Fig. 1A,B). These included miR-43, miR-253, and miRNAs of the miR-35 family (miR-35–42), which had been identified as EBAX-1 sensitive in gravid adults (Shi et al. 2020), as well as miR-44/45, miR-64, miR-65, and miR-250, which were newly identified as EBAX-1 sensitive (Fig. 1A,B). 

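All 14 miRNAs that Fig. 1A labels for late embryos were higher in the mutant by edgeR's quasi-likelihood test, by 1.37- to 7.12-fold. Each remained so when any 1 library was left out. With all time course libraries in one fit, fewer strands than these 14 were higher in late embryos, so some of the calls did not hold there. miR-253 had the highest fold and a low level, with 20.4 ± 0.829 CPM in the wild type and 128 ± 20.0 CPM in the mutant (SD, n = 2 each; log2 fold change 2.83, standard error 0.13, adjusted p = 2.5e-11). It lies on chromosome V from 5780510 to 5780616 of WBcel235, inside the protein-coding gene F44E7.5. Of the 8 miR-35 family members, 8 rose (8 adjusted over the list alone). miR-38 rose most, 2.57-fold (log2 fold change 1.36, standard error 0.03, adjusted p = 2.4e-15), and miR-42 and miR-40 least, with log2 fold changes of 0.45 (0.03) and 0.46 (0.03).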

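miR-43, miR-44 and the unrelated pair miR-64 and miR-65 rose by similar amounts. miR-65 increased 2.12-fold (log2 fold change 1.08, standard error 0.04, adjusted p = 3.3e-12 from edgeR's quasi-likelihood test) and miR-64 1.87-fold (0.91, 0.04). Their hairpins lie within the gene gcn-1 on chromosome III from 2172848 to 2172957 and from 2173002 to 2173101. miR-44 went from 13002 ± 9.96 to 23696 ± 939 CPM (SD, n = 2), 2.07-fold, and miR-43, next to it on chromosome II from 11889910 to 11890007, rose 1.98-fold (standard error of log2 0.04). miR-250, which shares the seed of miR-43, rose 2.00-fold (adjusted p = 4.3e-10). miR-71, labelled as EBAX-1 sensitive at later stages, was also higher here, from 1633 ± 43.1 to 2728 ± 374 CPM (0.92, 0.07, adjusted p = 3.1e-08). Leaving out any 1 library kept each of these calls, but such a fit has 1 library in an arm and takes its spread from the other arm.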

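miR-253 was 8.69-fold higher in ebax-1 L1 larvae than in wild type (log2 fold change 3.12, standard error 0.21, adjusted p = 0.00017 from edgeR's quasi-likelihood test), and miR-65 2.89-fold (1.53, 0.08). Smaller increases were measured for miR-43 (1.05, 0.09), miR-250 (0.80, 0.09), miR-64 (0.84, 0.12) and miR-44 (0.75, 0.09). Whether the effect of the mutation grew from late embryo to L1 was tested as an interaction in 1 fit of both stages. The effect on miR-65 grew by 0.48 on the log2 scale (standard error 0.09, adjusted p = 0.0096), a call that was lost without either of 2 libraries (highest adjusted p 0.065, without the second ebax-1 library of late embryos), whereas the differences for miR-44 (-0.27, 0.11), miR-250 (-0.17, 0.10), miR-64 (-0.03, 0.14), miR-43 (0.10, 0.11) and miR-253 (0.33, 0.26) did not pass. The L1 calls of miR-64 and miR-44 rest on the controls. Without wild-type replicate 2 their adjusted p rose to at most 0.040 and 0.013, and miR-64 did not pass without wild-type replicate 1 either.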

All but three of these miRNAs continued to be classified as EBAX-1 sensitive into the L1 larval stage or beyond, with the change between mutant and wild-type for some miRNAs continuing to increase as worms developed. For example, miR-35 was elevated ∼1.7-fold in *ebax-1* late embryos and 18-fold in L1 larvae (Fig. 1A,B).

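miR-35 is the first hairpin of the mir-35 cluster, on chromosome II from 11537608 to 11537704 of WBcel235. Its level was 24772 ± 432 CPM in the wild type and 43082 ± 142 CPM in the mutant in late embryos (SD, n = 2 each), 1.97-fold higher with a log2 fold change of 0.98 (standard error 0.03, adjusted p = 2.1e-13 from edgeR's quasi-likelihood test). In L1 larvae the wild-type level was 1476 ± 305 CPM and the mutant level 26241 ± 1834 CPM, 20.2-fold higher (4.34, 0.18, adjusted p = 1.5e-05). These folds are from TMM scaling, which sets them above the ratios of the CPM; by library size alone the log2 fold changes were 0.80 and 4.15. The effect grew between the stages by 3.39 on the log2 scale (standard error 0.17, adjusted p = 1.3e-07 for the interaction).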

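miR-71, which extends lifespan and acts in stress responses, went from 9275 ± 690.2 CPM in wild-type L2 larvae to 59718 ± 8110.2 CPM in the mutant, 6.69-fold (log2 fold change 2.74, standard error 0.20, adjusted p = 2.4e-06 from edgeR's quasi-likelihood test). It is encoded on chromosome I from 9379927 to 9380020, inside ppfr-1, and was also higher in L3 larvae (1.63, 0.07). miR-34, another miRNA of ageing and of the DNA damage response, rose in L2 (1.32, 0.22) and L3 larvae (0.65, 0.09). In L3 larvae miR-244 (0.97, 0.10) and miR-253 (1.31, 0.16) were also higher, as was miR-233 (0.60, 0.07). Leaving out either wild-type library ended the L2 call of miR-71 (highest adjusted p 0.045) and miR-34 (0.43) and the L3 calls of miR-34 (0.087), miR-244 (0.055) and miR-253 (0.074).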

Later in larval development, additional miRNAs emerged as EBAX-1 sensitive. For example, miR-239b, which rapidly accumulates following heat shock (Schreiner et al. 2019), was elevated in mutant L3 larvae, and miR-230, another heat-responsive miRNA, was elevated at the L4 stage, and three other heat-responsive miRNAs, miR-247, miR-788, and miR-797 (Schreiner et al. 2019), were elevated in adults (Fig. 1A; Shi et al. 2020). 

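miR-239b was 1.79-fold higher in ebax-1 L3 larvae (log2 fold change 0.84, standard error 0.08, adjusted p = 0.0029 from edgeR's quasi-likelihood test) and 3.42-fold higher in L4 larvae. miR-230, on chromosome X from 5803892 to 5803989, went from 516 ± 149 to 2296 ± 62.6 CPM in L4 larvae (2.31, 0.25). miR-788-5p went, in gravid adults, from 132 ± 33.9 to 2567 ± 466 CPM, 20.9-fold (log2 fold change 4.38, standard error 0.40, adjusted p = 0.0035). In the same adults miR-247 had a log2 fold change of 2.87 (adjusted p = 0.020), miR-797, its neighbour on chromosome X, 2.43 (0.035), miR-230 2.05 (0.041) and miR-239b 1.48 (0.033), none of which passed 0.01. Of the 5 heat-responsive miRNAs, 1 rose in L3 larvae, 2 in L4 larvae and 1 in gravid adults, and adjusted over the list alone 2, 4 and 5, while 2 fell in L3 larvae; the study chose these members for its own calls on these libraries, so the list is not independent evidence. The miR-788-5p call was lost when either mutant library was left out (highest adjusted p 0.031), the L3 call of miR-239b without either wild-type library (0.069), and the L4 calls of miR-230 (0.066) and miR-239b (0.070) without either wild-type library.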

Although heat shock does not appear to significantly alter the expression of *ebax-1* mRNA (Schreiner et al. 2019), it might prevent EBAX-1–dependent degradation of these miRNAs, thereby explaining their increased accumulation upon heat shock.

Because gravid adults contain a substantial number of germline cells and embryos, which might obscure the role of EBAX-1 in the adult soma, our analyses included germline-depleted adults. When grown at a restrictive temperature of 25°C, worms homozygous for the *glp-4(bn2)* allele generate only 12 of the ∼1200 germ nuclei present in wild-type adults (Beanan and Strome 1992). Accordingly, we performed sRNA-seq on *glp-4(bn2);ebax-1(tm2321)* adults raised at the restrictive temperature and compared these results to those of the parental *glp-4(bn2)* strain cultured in parallel. 

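Adults carrying glp-4(bn2), a temperature-sensitive mutation that blocks germline proliferation, were kept at 15 °C, raised at 25 °C and collected 48 h after plating on food. The genotypes compared were glp-4(bn2) and glp-4(bn2);ebax-1(tm2321), with 2 libraries each. Total miRNA counts were 4922798 and 7221472 in the glp-4 libraries and 4670554 and 7159942 in the double mutant. The counts were made and tested as in the other stages, with glp-4 libraries as controls. Germline-depleted and gravid adults also differed in temperature, age and the study they came from, so a difference between them cannot be assigned to the germline alone.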

Confirming the near-complete loss of germline, germline-enriched small RNAs, including miR-35–42, miR-43, and miR-70 (McEwen et al. 2016) and Piwi-interacting RNAs (piRNAs/21U-RNAs) (Ruby et al. 2006; Batista et al. 2008) were strongly depleted in samples from both the *glp-4;ebax-1* and the *glp-4* worms (Supplemental Fig. S2A, B).

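Germline-enriched miRNAs were far lower in glp-4 adults than in wild-type gravid adults. miR-39 was 94.2-fold lower, from 5761 ± 2276 to 55.4 ± 30.8 CPM (SD, n = 2 each; adjusted p = 0.00027 from edgeR's quasi-likelihood test). miR-37 was 8.54-fold lower, miR-70, encoded within pmp-5, 3.87-fold, miR-42 3.63-fold and miR-43 3.04-fold. Of the 10 germline-enriched miRNAs, 10 were lower, with a median log2 fold change of -5.11, among 51 lower and 30 higher strands of 220 at an adjusted p under 0.05. In ebax-1 adults, 7 of the 10 were lower in glp-4;ebax-1 than in ebax-1 (median -2.63), among 38 lower and 35 higher strands. There miR-70 fell by 1.92 on the log2 scale (adjusted p = 0.00090), whereas miR-37 (-1.16, adjusted p = 0.065), miR-42 (-0.13, 0.85) and miR-43 (0.35, 0.36) did not pass. Without wild-type replicate 1, 9 of the 10 were lower. piRNAs of these worms were not analysed here.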

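In glp-4;ebax-1 adults, 12 miRNAs were higher than in glp-4 adults by edgeR's quasi-likelihood test, and each stayed past 0.01 when any 1 library was left out. miR-788-5p rose most, 38.8-fold (log2 fold change 5.28, standard error 0.66, adjusted p = 0.0099). miR-43 went from 586 ± 83.4 to 7815 ± 1085 CPM (SD, n = 2), 13.6-fold (adjusted p = 0.0014), and miR-250, a member of the same seed family, from 276 ± 55.8 to 2248 ± 290.2 CPM (3.06, 0.23). miR-797, miR-247 and miR-230, which respond to heat, had log2 fold changes of 2.31 (0.23), 2.92 (0.30) and 2.55 (0.22). All worms of this comparison were raised at the same temperature. Of the miR-2 seed family, 3 of 4 members rose, and of the 5 heat-responsive miRNAs 4 (3 and 4 adjusted over the list alone). miR-239b had 0.17 (adjusted p = 0.69).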

Seventeen miRNAs were sensitive to EBAX-1 loss in the *glp-4* background. These included all but one of the nine EBAX-1–sensitive miRNAs identified in germline-intact adults, as well as remaining members of the miR-35 family (miR-35, -36, -38, -39, -40, -41), miR-244, miR-250, and miR-61 (Fig. 1A,B). 

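Among the miR-35 family, miR-38 (22.7-fold), miR-39 (23.8-fold), miR-37 (16.6-fold) and miR-36 (14.3-fold) passed the threshold of 0.01 by edgeR's quasi-likelihood test. miR-35 had a log2 fold change of 3.77 (standard error 0.49, adjusted p = 0.010), miR-40 3.84 (0.49, 0.010), miR-41 3.45 (0.48, 0.013) and miR-42 3.71 (0.56, 0.017), none of which passed. Adjusted over the list alone, all 8 family members passed. miR-244, on chromosome I from 4684316 to 4684414, rose from 2178 ± 293 to 5909 ± 459.8 CPM (SD, n = 2; 1.47, 0.15). miR-253 had 1.42 (0.20, adjusted p = 0.013). DESeq2 called 25 strands higher on the same libraries.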

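In germline-intact adults, the miR-35 family members miR-35, miR-36, miR-38, miR-39, miR-40 and miR-41 had log2 fold changes of 1.49 (standard error 0.45, adjusted p = 0.19 from edgeR's quasi-likelihood test), 1.39, 1.87, 1.30, 1.42 and 1.60, and none passed 0.01. miR-35 itself stood at 4731 ± 1590.4 CPM in wild type and 12399 ± 8004 CPM in ebax-1 (SD, n = 2), and the lower mutant library gave log2 ratios to its same-numbered control as low as 0.07 for miR-41. miR-244 (0.32, 0.26, adjusted p = 0.67) and miR-250 (0.24, 0.24, 0.75) did not pass either. All of these values were above 0 in both same-numbered pairs of libraries. On counts simulated from the gravid adult libraries, edgeR recovered 0 of 10 miRNAs raised 4-fold and DESeq2 9, so changes of this size were not detectable by edgeR at this spread between libraries.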

For each of these miRNAs identified in germline-depleted adults but not in germline-intact adults, levels increased in *ebax-1* germline-intact adults but did not satisfy our cutoff for statistical significance. Moreover, the fold upregulation of these miRNAs in germline-deficient adults was consistently greater than that in germline-intact adults (Supplemental Fig. S2C), presumably because miRNA molecules accumulating in *glp-4(bn2)* animals were not diluted by newly transcribed molecules produced in germline and embryos. For example, loss of EBAX-1 elevated miR-61 ∼1.5-fold in germline-intact adults and approximately fourfold in germline-deficient adults (Supplemental Fig. S2C). 

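The effect of ebax-1 loss was larger in germline-depleted adults for each of these miRNAs, and the difference passed for miR-250. Its change exceeded that in gravid adults by 2.93 on the log2 scale (standard error 0.28, adjusted p = 0.0018 for the interaction in edgeR's quasi-likelihood test). The differences were 3.39 for miR-39 (standard error 0.71, adjusted p = 0.082), 2.75 for miR-38, 2.56 for miR-36, 2.53 for miR-40, 2.39 for miR-35, 1.97 for miR-41 and 1.26 for miR-244, none of which passed 0.05. Over all 220 strands tested, 1 differed (20 at an unadjusted p under 0.05, 12 by DESeq2), with 2 when ebax-1 replicate 1 of the gravid adults or glp-4 replicate 2 was left out and 3 without glp-4;ebax-1 replicate 1. From the larger increases, the paper proposes that miRNAs accumulating in glp-4(bn2) worms were not diluted by molecules newly made in the germline and in embryos.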

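miR-61 lies on chromosome V from 11770060 to 11770156 of WBcel235, beside miR-250. Its level was 1161 ± 173 CPM in wild-type and 1722 ± 152 CPM in ebax-1 gravid adults (SD, n = 2), 1.61-fold with a log2 fold change of 0.69 (standard error 0.28, adjusted p = 0.32 from edgeR's quasi-likelihood test), which did not pass. In germline-depleted adults it went from 359 ± 48.9 to 1395 ± 213 CPM, 3.97-fold (1.99, 0.21, adjusted p = 0.0062). The interaction of 1.41 (standard error 0.31) had an adjusted p of 0.082.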

Importantly, most of these EBAX-1–sensitive miRNAs were among the least stable miRNAs of adult worm (Supplemental Fig. S2D; Lehrbach et al. 2012), implying that the action of EBAX-1 underlies the instability of most short-lived miRNAs of worms, as observed in mammalian and fly cells (Shi et al. 2020).

Having identified numerous EBAX-1–sensitive miRNAs, including some that were highly expressed, we wondered about the fraction of the cellular miRNA pool that is turned over through EBAX-1. At each developmental stage, we estimated the fraction of cellular miRNAs degraded due to EBAX-1 (Fig. 1C), using a normalization strategy that equalized the sum of non-EBAX-1–sensitive miRNA counts observed between wild-type and *ebax-1* mutant samples, enabling estimates of surplus miRNA molecules that accumulated in *ebax-1* mutants. In early embryos, miR-253, the only EBAX-1–sensitive miRNA, is expressed at a relatively low level (Fig. 1A), and thus its EBAX-1–dependent turnover affected < 0.02% of embryonic miRNA molecules (Fig. 1C). By contrast, as much as 13.6% and 14.5% of miRNA molecules appeared to have turned over through EBAX-1 in late embryo and L1 larva, respectively, reflecting the abundance and strong EBAX-1 sensitivity of the miR-35 family (Fig. 1C). 

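miR-253 was 3.37-fold higher in ebax-1 early embryos, at 68.7 ± 5.71 CPM in the wild type and 216 ± 2.94 CPM in the mutant (SD, n = 2 each; log2 fold change 1.75, standard error 0.18, adjusted p = 5.8e-19 from edgeR's quasi-likelihood test). The fraction turned over, after the paper's formula, is the excess of the called miRNAs in the mutant over wild-type counts, scaled so that the counts of all other miRNAs match, divided by all miRNA counts of the mutant. It was taken in each same-numbered pair of libraries. With miR-253 as the call it was 0.0147% ± 0.000277 (SD, n = 2 pairs). Beyond miR-253, 31 other strands were higher here, among them miR-43 (0.84, 0.11) and miR-38 (0.43, 0.10). With all strands that rose as the calls, the fraction came to 6.48% ± 1.88, and with the 22 miRNAs at every stage to 12.1% ± 5.67. Without mutant replicate 1 or 2 the miR-253 call was lost (highest adjusted p 0.067), as were all others.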

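By the same formula, 14.3% ± 0.227 (SD, n = 2 pairs) of miRNA molecules were turned over in late embryos and 15.0% ± 0.999 in L1 larvae, from the miRNAs that Fig. 1A labels at each stage. In late embryos miR-39 went from 26629.8 ± 151 to 33675 ± 208 CPM and miR-36 from 31265 ± 281 to 41341 ± 926 CPM. With strands called by edgeR here in place of the labels, the fractions were 15.2% ± 0.0693 and 16.5% ± 0.874.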

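In wild-type worms the 8 miR-35 family members made up 36.4% of miRNA counts in early embryos, 17.7% in late embryos, 1.09% in L1, 1.34% in L2, 0.310% in L3 and 0.586% in L4 larvae. In ebax-1 worms their share was 41.8%, 26.6%, 14.8%, 7.83%, 3.72% and 2.53% at the same stages. In gravid adults it was 2.85% in wild type and 7.80% in ebax-1. These are means of 2 replicates. As CPM, the family stood at 10882 ± 999.7 (SD) in wild-type L1 larvae, and the replicates spread most in ebax-1 gravid adults, at 77986 ± 48079.8 CPM.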

As the abundance of the miR-35 family miRNAs decreased over the course of larval development, so too did the proportion of cellular miRNAs made up of miR-35 family members, which resulted in progressively lower fractions of miRNAs degraded (Fig. 1C). These results indicated that, in terms of the fraction of miRNA molecules, the major wave of EBAX-1–dependent miRNA degradation occurs early in development, in line with the temporal expression pattern of *ebax-1* mRNA (Supplemental Fig. S1C).

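The fraction of molecules turned over was 11.4% ± 0.765 (SD, n = 2 pairs) in L2, 7.44% ± 0.206 in L3 and 6.63% ± 0.249 in L4 larvae, all below the values of late embryos and L1 larvae. It was 1.93% ± 0.477 in gravid adults and 3.63% ± 0.231 in germline-depleted adults. With the 22 miRNAs at every stage, the values of these adults were 9.93% ± 4.16 and 7.25% ± 1.70. With strands called by edgeR here in place of the labels, they were 0.244% ± 0.0432 and 2.70% ± 0.119. miR-71, at its high level in L2 larvae, contributed beside the miR-35 family. From these fractions, the paper concludes that the major wave of EBAX-1-dependent degradation occurs early in development.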

### EBAX-1 has little effect on piRNAs

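piRNAs, called 21U-RNAs in worms, were counted in the same gravid adult libraries of wild type and ebax-1(tm2321), 2 of each. The deposited table holds counts for 15363 piRNAs; the authors took reads that matched a full-length Ensembl piRNA perfectly. 12444 piRNAs with at least 1 read in every library were tested with edgeR's quasi-likelihood test after TMM scaling of the piRNA counts, with a threshold of 0.05 on the adjusted p. Positions are from WBcel235, annotation release 115, which places 15351 of the piRNAs.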

Looking beyond miRNAs, we also examined how piRNAs responded to loss of EBAX-1 in adult worms. piRNAs associate with a PIWI-related Argonaute protein, PRG-1, in the worm germline to direct transposon silencing and promote gametogenesis (Weick and Miska 2014; Youngman and Claycomb 2014). Worm piRNAs tend to pair to their targets throughout the piRNA length, often with one or more mismatches in the central region (Shen et al. 2018; Zhang et al. 2018)—a pairing configuration sometimes associated with TDMD in mammals (Sheu-Gruttadauria et al. 2019) and flies (Ameres et al. 2010). However, no piRNAs were significantly upregulated in *ebax-1* adults (Supplemental Fig. S3A; Supplemental Table S2). 

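No piRNA of 12444 was higher in ebax-1 adults by edgeR's quasi-likelihood test, against 71 at an unadjusted p under 0.05 and 0 by DESeq2. On counts simulated from these libraries, 75 of 100 piRNAs raised 4-fold were recovered. Without ebax-1 replicate 1 or 2, 106 and 22 piRNAs were higher.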

We speculate that piRNAs are refractory to TDMD because the PIWI-related protein is not susceptible to EBAX-1–mediated polyubiquitination, as proposed for the Drosophila AGO paralog that associates with small interfering RNAs (Kingston and Bartel 2021).

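Of the tested piRNAs, 42 were lower in ebax-1 adults at an adjusted p under 0.05 from edgeR's quasi-likelihood test. 21ur-6566, on chromosome IV from 13974484 to 13974504, had the lowest p, with 209 and 219.7 CPM in the wild-type libraries and 45.9 and 22.2 CPM in the mutant (log2 fold change -2.68, standard error 0.48, adjusted p = 0.00030). 21ur-2669, from 4963206 to 4963226 of the same chromosome, had 119 and 145 CPM in the wild-type libraries and 33.7 and 27.0 CPM in the mutant (-2.16, 0.49, 0.017). The largest falls among those that passed were -3.22 for 21ur-10998, -3.08 for 21ur-4237, -3.04 for 21ur-3769 and -3.03 for 21ur-8180. In all, 391 piRNAs were lower at an unadjusted p under 0.05, these included. The count was 2 with total piRNA counts in place of TMM, 79 by DESeq2, 0 without either wild-type library, and 390 and 200 without ebax-1 replicate 1 and 2.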

Curiously, instead of upregulated piRNAs, we found a cohort of 57 downregulated piRNAs that cleared an adjusted *P*-value threshold of < 0.05, as well as hundreds more that failed to clear this threshold but nonetheless appeared downregulated by two- to sixfold (Supplemental Fig. S3A; Supplemental Table S2). Almost all of these downregulated piRNAs originated from a single 0.46 Mb region on Chromosome IV, a subdomain of a large, dense cluster of piRNA genes (Supplemental Fig. S3B, S3C). 

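38 of the 42 piRNAs lay between positions 4760000 and 5220000 of chromosome IV, an interval of 460000 bp with 616 annotated piRNAs, of which 433 were tested (Fisher's exact test against all other tested piRNAs, p = 7.4e-52). Without ebax-1 replicate 1, 177 of the piRNAs that passed lay in it (45.4%), and with total piRNA counts in place of TMM 0 did (Fisher's exact test, p = 1). The tested piRNAs of the interval had a median log2 fold change of -1.55 and 98.6% of them were lower in ebax-1, against a median of 0.02 and 47.3% for the others. 362 piRNAs of the interval and 183 elsewhere had fold changes between 2- and 6-fold down, passing or not. The interval was taken from the study's own result, so its test is not independent. A set test (camera) gave p = 1.1e-264 with a preset correlation of 0.01 and p = 0.0066 with an estimated correlation, and the latter rose to between 0.052 and 0.095 with any 1 library left out. The direction held without any library, with a median between -1.69 and -1.42. The remaining 4 piRNAs that passed, 21ur-6566, 21ur-5985, 21ur-1080 and 21ur-6895, lie together between 13971956 and 13978595 on the same chromosome.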

The observation that the downregulated piRNAs mapped predominantly to this single region of the genome strongly suggested that downregulation occurred at the transcriptional rather than the posttranscriptional level. Interestingly, the expression of 46 protein-coding genes annotated within this region was unchanged by loss of *ebax-1* (Supplemental Fig. S3D; Supplemental Table S3), indicating a piRNA-specific transcriptional defect rather than a more general epigenetic anomaly in this region of the *ebax1(tm2321)* genome.

We suspected that this piRNA anomaly was unique to the *ebax-1(tm2321)* line and independent of *ebax-1* function. To test this idea, we examined piRNA abundance in *ebax-1(ju699)* gravid adults. The piRNAs downregulated in the *ebax-1(tm2321)* line, originating from genomic interval ChrIV:4,760,000–5,220,000, were not similarly downregulated in the *ebax-1(ju699)* line (Supplemental Fig. S3F). These findings pointed to an *ebax-1*–independent, second-site mutation causing reduced transcription of a set of genomically adjacent piRNAs in the *ebax-1(tm2321)* line.

### *ebax-1* is required to clear miR-35–42 from the developed embryo

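The miR-35 family has 8 members with a shared seed and is needed for embryonic development. miR-35 to miR-41 come from 1 cluster on chromosome II of WBcel235 that reaches from 11537608 to 11538404, on the + strand and opposite the protein-coding gene Y62F5A.9. miR-42 lies apart, from 11889811 to 11889905 of the same chromosome, followed by miR-43 and miR-44 (from 11890023 to 11890118). By edgeR's quasi-likelihood test, 3 of the 8 members rose in ebax-1(tm2321) in early embryos, 8 each in late embryos, L1, L3 and L4 larvae, 7 in L2 larvae, 0 in gravid adults and 4 in germline-depleted adults, and none fell. Adjusted over the list alone, the counts in early embryos, gravid adults and germline-depleted adults were 4, 2 and 8. The members' log2 fold changes ranged from 0.10 to 0.55 in early embryos, 2.37 to 5.15 in L3 and 1.76 to 3.14 in L4 larvae. The L2 calls were lost without either wild-type library (highest adjusted p 0.057), all L4 calls without either wild-type library (0.066), and the early embryo calls without either mutant library.

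**Figure D4:**
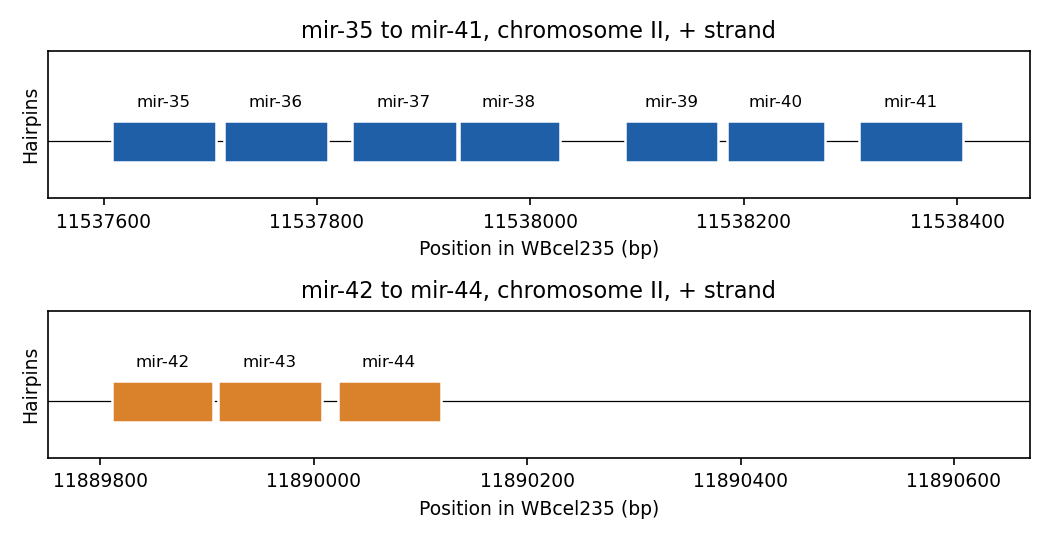
Positions in base pairs (x axis) of the annotated hairpins of mir-35 to mir-41 (blue, top) and of mir-42 to mir-44 (orange, bottom) on the + strand of chromosome II of WBcel235, to scale; the y axis carries no values. The clusters begin at 11537608 and 11889811.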

The EBAX-1–sensitive miRNAs included all eight members of the miR-35 family (Fig. 1A), consisting of miR-35–42 (Fig. 2A; Lau et al. 2001). These miRNAs are redundantly required for viability and embryonic patterning (Alvarez-Saavedra and Horvitz 2010; Dexheimer et al. 2020) and promote multiple aspects of postembryonic development (Liu et al. 2011; Massirer et al. 2012; McJunkin and Ambros 2014, 2017; Benner et al. 2019; Tran et al. 2019). Seven of the miR-35 family members (miR-35–41) are processed from the same primary transcript, whereas miR-42 originates from a different transcript, enabling differential transcriptional control (Martinez et al. 2008; Alvarez-Saavedra and Horvitz 2010). Nonetheless, levels of all eight miRNAs of the family are high in the early embryo and then diminish sharply at the embryo-to-L1 transition (Kato et al. 2009; Stoeckius et al. 2009; Donnelly et al. 2022).

**FIGURE 2.**
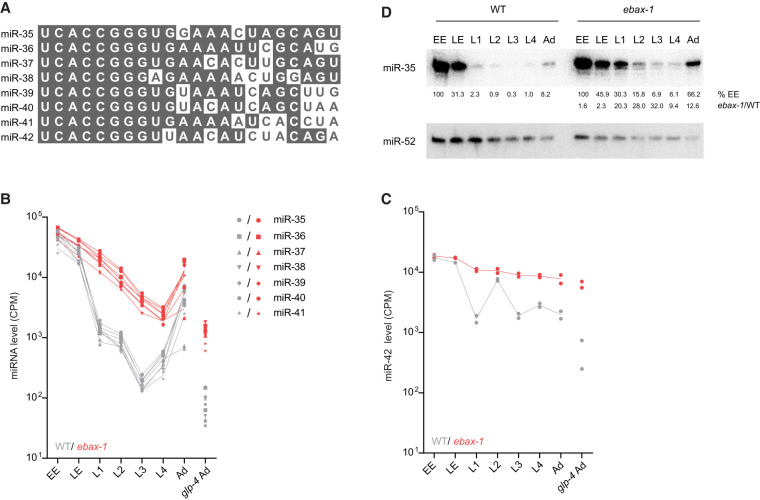
EBAX-1 is required to clear miR-35–42 at the embryo-to-L1 transition. (*A*) Sequence alignment of the eight members of the miR-35 family. (*B,C*) The effect of EBAX-1 on miR-35–42 levels across development. Expression of miR-35–42 family members in wild-type worms at each stage of development is shown in gray. Expression in ebax-1(tm2321) worms is plotted in red. Values for each of two replicates are plotted as separate points, whereas lines connect means of replicates. Expression of miR-42 is plotted separately as this miRNA is produced from a different primary transcript than that of miR-35–41. (*D*) The influence of EBAX-1 on miR-35 levels. Shown is an RNA blot comparing miR-35 and miR-52 levels in wild-type and ebax-1 mutant worms at the stages indicated. Levels of miR-35 were normalized to those of miR-52 and then to levels of EE (%EE). Levels in ebax-1 were also normalized to those of WT (ebax-1/WT).

To determine the consequences of EBAX-1 loss on miR-35–42 abundance at the embryo-to-L1 transition, we examined our sRNA-seq datasets (Supplemental Table S1). 

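miR-35 to miR-41 together stood at 346284 ± 16231 CPM in wild-type early embryos (SD, n = 2), 162931 ± 1076 CPM in late embryos and 9203 ± 683 CPM in L1 larvae. miR-42 stood at 17550.1 ± 2238, 14379.5 ± 4.99 and 1679 ± 317 CPM at the same stages. Each step was larger than the difference between the 2 replicates of either stage, though barely so for miR-42 between early and late embryos, where the early embryo replicates were 19133 and 15968 CPM.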

As expected, wild-type miR-35–42 levels peaked in early embryo and declined precipitously at the embryo-to-L1 transition (Fig. 2B,C). Loss of EBAX-1 eliminated the precipitous drop of these eight miRNAs at this transition (Fig. 2B,C), supporting the proposal that EBAX-1 is required for the rapid clearing of these embryonic miRNAs that normally occurs at this time (Shi et al. 2020).

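In ebax-1(tm2321), miR-35 to miR-41 together went from 249019 ± 2214 CPM in late embryos (SD, n = 2) to 136842 ± 7989 CPM in L1 larvae, and miR-42 from 17344 ± 369 to 10884 ± 728 CPM. The effect of the mutation grew from late embryo to L1 for 8 of 8 family members (interaction in edgeR's quasi-likelihood test, adjusted p from 3.2e-09 to 1.0e-06). The difference was smallest for miR-42, at 2.46 on the log2 scale (standard error 0.16), and largest for miR-36, at 3.65. The count was 8 without any single library and by DESeq2. The paper takes the loss of this drop as support for the proposal that worms need EBAX-1 to clear these miRNAs rapidly between embryo and L1.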

These results extended those of previous studies, which observe accumulation of some miR-35–42 miRNAs in either *ebax-1* gravid adults or *ebax-1* L1 larvae (Shi et al. 2020; Donnelly et al. 2022), a difference being that our current analysis found larger, more reproducible differences that achieved statistical significance for all eight family members. Indeed, the uniform effects observed at the L1 stage for all eight family members (Fig. 2B,C), despite their divergent 3′ regions (Fig. 2A), bolstered the conclusion that EBAX-dependent targeted degradation of this family occurs through an unusual mechanism that does not require recognition of the miRNA 3′ region (Donnelly et al. 2022).

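In L1 larvae all 8 members rose. miR-37 increased 22.4-fold (log2 fold change 4.49, standard error 0.13, adjusted p = 4.1e-06 from edgeR's quasi-likelihood test), miR-36 18.4-fold, and miR-38, miR-39 and miR-40 had log2 fold changes of 4.43 (0.10), 3.86 (0.10) and 3.75 (0.14). miR-41 rose 10.9-fold and miR-42 least, 7.37-fold (standard error of log2 0.16). The spread of these values exceeds their standard errors, with a median log2 fold change of 4.03. Each call held with any 1 library left out (highest adjusted p 0.00013). From the like effects on members with divergent 3′ regions, the paper concludes that degradation of this family does not require recognition of the miRNA 3′ region.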

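From L1 to L2, the effect of ebax-1 loss on miR-42 shrank more than that on any member of the mir-35 cluster, with a difference of -2.41 on the log2 scale (standard error 0.23, adjusted p = 0.00013 for the interaction in edgeR's quasi-likelihood test). For miR-37 the difference was -1.01 (0.22, adjusted p = 0.027, up to 0.12 with 1 library left out), and for miR-35, miR-36, miR-38, miR-39, miR-40 and miR-41 it ran from -0.81 to -0.12 and did not pass 0.05. In L2 larvae miR-42 itself had a log2 fold change of 0.55 (adjusted p = 0.10), while miR-38 was 17.2-fold and miR-40 8.11-fold higher in the mutant. Over 212 strands, 12 differed between the stages (51 at an unadjusted p under 0.05, 15 by DESeq2). That count was 7, 5 and 6 without wild-type L1 replicate 1 and 2 and mutant L1 replicate 1, 6 without wild-type L2 replicate 2, and 31 and 71 without mutant L2 replicate 1 and 2; the adjusted p of miR-42 was at most 0.0023 in all of these fits.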

After the first larval stage, the behavior of the miR-35–41 and miR-42 miRNAs diverged (Fig. 2B,C). Over the course of larval development, levels of miR-35–41 in wild-type worms and in *ebax-1* worms fell roughly in parallel with each other until stage L4, when production of these miRNAs resumed (Fig. 2B). This renewed production was presumably in the germline, as decline in residual miR-35–41 continued unabated in the *glp-4(bn2)* background at restrictive temperature (Fig. 2B), a context that substantially reduces production of miR-35 family members (Lau et al. 2001; McEwen et al. 2016). In contrast, the difference in miR-42 levels observed between wild-type and *ebax-1* worms narrowed at L2, presumably because miR-42 production transiently increased at this earlier stage, which muted the decline of this miRNA over the course of development in both wild-type and *ebax-1* animals (Fig. 2C).

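In wild-type worms, miR-35 to miR-41 together stood at 5958 ± 815 CPM in L2 (SD, n = 2), 1202 ± 4.56 CPM in L3 and 3018 ± 35.4 CPM in L4 larvae. In ebax-1 worms they stood at 67774 ± 470.0, 28176 ± 1996 and 16682 ± 344 CPM. miR-35 was 13.2-fold higher in the mutant in L2, 29.4-fold in L3 and 6.76-fold in L4 larvae. From L3 to L4 the wild-type level rose beyond the spread between replicates and the mutant level fell. In gravid adults the levels were 26566 ± 9260.2 CPM in wild type and 70232 ± 46332 CPM in ebax-1, with 102994 and 37470.2 CPM in its 2 libraries.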

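In germline-depleted adults, miR-35 to miR-41 together stood at 583 ± 332 CPM in glp-4 (SD, n = 2) and 9111 ± 1414 CPM in glp-4;ebax-1, each below the L4 level with the same ebax-1 genotype. As shares of all miRNA counts these are 0.0583% and 0.911%. The glp-4 libraries held 348 and 818 CPM, so the spread between them was large against their mean. The paper proposes that the renewed production takes place in the germline.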

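miR-42 rose in wild-type worms from its L1 level to 7471 ± 399 CPM in L2 larvae (SD, n = 2), then stood at 1895 ± 234 CPM in L3 and 2844 ± 277 CPM in L4 larvae. In ebax-1 worms it was 10533 ± 1264, 8989 ± 830.1 and 8637 ± 638 CPM at these stages, close to the mutant's L1 level throughout. The difference between the genotypes had passed in L1 larvae, did not pass in L2 larvae, and passed again in L3 (5.17-fold, adjusted p = 0.00020 from edgeR's quasi-likelihood test) and L4 larvae (3.38-fold, adjusted p = 0.00090).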

Northern blot analysis corroborated these findings, showing, for example, that loss of EBAX-1 in L1 larvae caused a ∼20-fold increase in miR-35 levels (Fig. 2D). Also in line with our sRNA-seq results, miR-35 persisted at higher levels in the mutant than in the wild-type throughout larval development. For example, in mutant L2 larvae, miR-35 was present at ∼16% of its early-embryonic level, whereas in wild-type L2 larvae it dropped to ∼0.9% of its early-embryonic level (Fig. 2D). These findings support the proposal that EBAX-1 is responsible for the rapid destabilization of miR-35–42 at the embryo-to-L1 transition (Shi et al. 2020; Donnelly et al. 2022).

### Accumulated miRNAs in *ebax-1* mutants dysregulate predicted mRNA targets

To investigate the possibility that miRNA accumulation observed in *ebax-1* mutants might inappropriately repress target mRNAs, we used poly(A)^+^ RNA-seq to quantify changes in mRNAs upon loss of EBAX-1 in L1 larvae. At an adjusted *P*-value threshold of < 0.05, this analysis identified 765 mRNAs that were downregulated and 289 that were upregulated (Fig. 3A; Supplemental Table S4). Moreover, predicted targets of the miR-35 family tended to be repressed in the *ebax-1* mutant larvae (Fig. 3B). As expected for authentic regulatory interactions (Friedman et al. 2009), repression was greater for predicted targets with sites classified as conserved among nematodes (Fig. 3B; Jan et al. 2011). These observations indicate that the miR-35–42 molecules that persist in *ebax-1* larvae are functional and inappropriately continue to repress their targets after embryogenesis.

**FIGURE 3.**
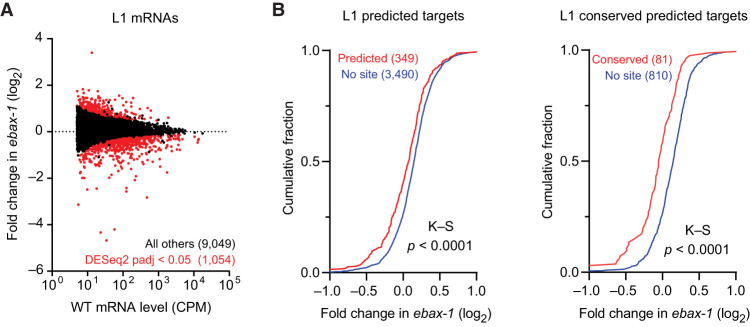
Loss of EBAX-1 causes increased repression of miR-35–42 target mRNAs. (*A*) The effect of EBAX-1 on mRNA levels in L1 larvae. Plotted are fold changes in mean mRNA levels (from two biological replicates) observed upon loss of EBAX-1 in L1 larvae. The mRNA levels are expressed as counts per million mRNA reads (CPM) and filtered for those with mean wild-type expression level ≥5 CPM. Points for differentially regulated mRNAs meeting a DESeq2 adjusted *P*­-value threshold of <0.05 are colored in red. (*B*) The influence of EBAX-1 on the expression of predicted mRNA targets of miR-35–42 in L1 larvae. Plotted are cumulative distributions of mean mRNA fold changes observed upon loss of EBAX-1, comparing the effect on predicted targets (red, *left*), predicted conserved targets (red, right), or control mRNAs lacking sites to miR-35–42 (blue). Statistical significance of differences between fold-change distributions was evaluated using the Kolmogorov–Smirnov (K–S) test.

### miR-35–42 appear to undergo trimming as they age

In mammals and flies, miRNAs subject to TDMD are sometimes also subject to target-directed tailing and trimming (TDTT) (Ameres et al. 2010; de la Mata et al. 2015; Sheu-Gruttadauria et al. 2019). Co-occurrence of TDMD and TDTT is thought to result from the conformational changes in AGO and miRNA that occur upon pairing to extensively complementary target RNAs, which render AGO susceptible to ZSWIM8-mediated polyubiquitination and the miRNA accessible to nucleases and terminal nucleotidyltransferases (Sheu-Gruttadauria et al. 2019; Han et al. 2020; Shi et al. 2020). Although tailed and trimmed isoforms of ZSWIM8-sensitive miRNAs accumulate upon loss of ZSWIM8, perturbation of miRNA tailing does not detectably influence the rate of ZSWIM8-dependent degradation in mammalian and fly cells, indicating that TDMD and TDTT are coincident but independent phenomena in mammals and flies (Han et al. 2020; Shi et al. 2020; Kingston and Bartel 2021).

We wondered about the extent to which tailing and trimming accompanies the degradation of EBAX-1–sensitive miRNAs in worms. For the miR-35 family and any other EBAX-1–sensitive miRNAs for which the 3′-end sequences do not influence degradation, TDTT might not coincide with loss of EBAX-1, whereas for any miRNAs degraded through the canonical TDMD pathway, TDTT might coincide with EBAX-1 loss. To examine the effect of EBAX-1 on miRNA tailing and trimming, we quantified the occurrence of tailed and trimmed miRNA isoforms in our staged sRNA-seq datasets.

We first calibrated the sensitivity of this approach to errors introduced during library preparation and sequencing, examining miscalled tailing and trimming of two synthetic miRNA sequences (*Drosophila melanogaster* [dme]-miR-14 and *Xenopus tropicalis* [xtr]-miR-428) that we had spiked into our total RNA samples before library preparation. A maximum of 0.13% mono-adenylated and 0.06% mono-uridylated reads were observed for either synthetic RNA across all 28 staged sRNA libraries included in this analysis (Supplemental Table S5). Moreover, no spike-matching reads with more than one nontemplated adenosine or more than two nontemplated uridines were observed in these libraries (Supplemental Table S5). Likewise, only low levels of miscalled 3′ trimming were observed—at most 0.81% of reads trimmed by 1 nt and 0.14% by 2 nt (Supplemental Table S5).

Although in early embryos loss of EBAX-1 did not substantially affect the fractional abundance of any trimmed or tailed miR-35 isoforms, differences began to arise in late embryos (Fig. 4A; Supplemental Table S6). During wild-type embryogenesis, the proportion of full-length miR-35 declined only modestly from ∼84% in early embryo to ∼82% in late embryo and ∼78% in L1 larvae, whereas in the mutant, the proportion of full-length miR-35 declined from ∼82% in early embryos to ∼72% in late embryos and ∼62% in L1 larvae (Fig. 4A; Supplemental Table S6). This difference was explained by an increase in the fraction of 3′-trimmed isoforms in mutant late embryos and larvae. Whereas in wild-type L1 larvae, ∼10% of miR-35 was trimmed by 1 nt and ∼2.5% was trimmed by 2 nt, in larvae lacking EBAX-1, ∼23% of miR-35 was trimmed by 1 nt and ∼6.6% was trimmed by 2 nt (Fig. 4A; Supplemental Table S6). This accumulation of trimmed miR-35 isoforms was also detectable by northern blotting (Fig. 2D). The increased percentages of trimmed isoforms observed in the *ebax-1* mutant continued through the later larval stages (Fig. 4A; Supplemental Table S6). For instance, in *ebax-1* mutant L3 larvae, ∼27% of miR-35 molecules were trimmed by 1 nt, ∼9% by 2 nt, and ∼3% by 3 nt, compared to ∼8%, ∼2%, and ∼0.5% in wild-type L3 larvae, respectively (Fig. 4A; Supplemental Table S6). These differences between mutant and wild-type diminished in gravid adult worms, coincident with the onset of the bulk of miR-35–41 biogenesis (Fig. 4A).

**FIGURE 4.**
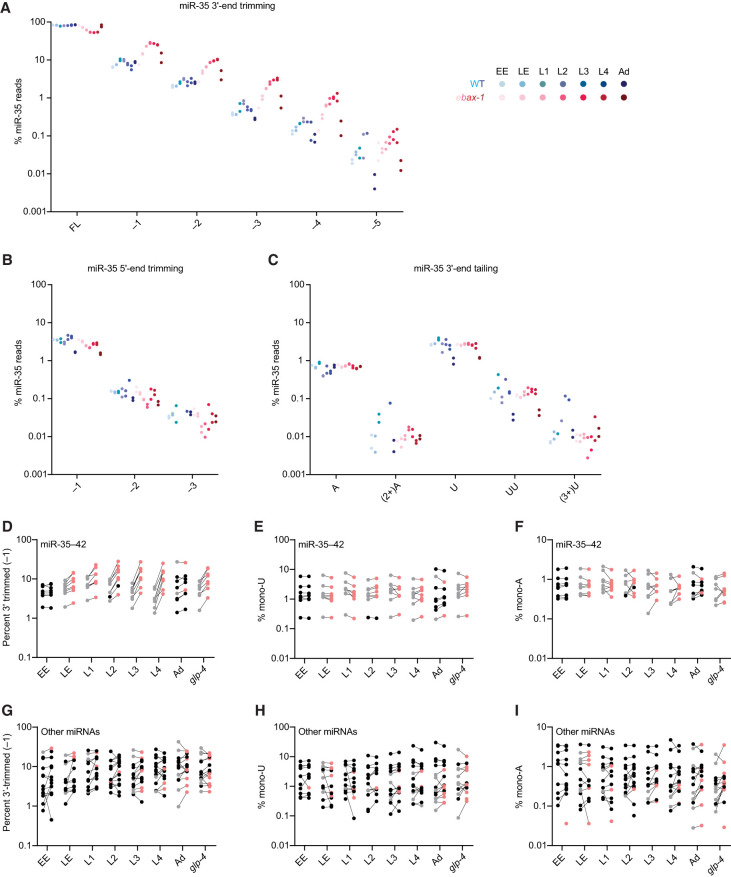
The miR-35–42 miRNAs that accumulate in *ebax-1* mutants undergo 3′ trimming. (*A–C*) The effect of EBAX-1 loss on the abundance of trimmed and tailed isoforms of miR-35 across worm development. Plotted are the percentages of miR-35 sRNA-seq reads that exactly matched full-length (FL) or 3′-trimmed isoforms (*A*), 5′-trimmed isoforms (*B*), or 3′ A- or U-tailed isoforms (*C*), relative to the summed counts of all 14 of these isoforms. Points in blue show wild-type levels of each isoform; points in red indicate levels in *ebax-1* mutants, with darker colors denoting later developmental stages, as shown in the key on the *right*. Values for each of two biological replicates are plotted as separate points. (*D*) Trimming of the eight miR-35 family members across development. Plotted are the percentages of sRNA-seq reads to miR-35–42 3′-trimmed by 1 nt, calculated as in (*A*). For miRNAs that were EBAX-1–sensitive at a particular developmental stage, percent trimming is plotted for wild-type (gray points) or *ebax-1* mutant worms (red points) at that stage. Black points represent miRNAs that were classified as EBAX-sensitive but not at the indicated developmental stage. (*E*) Mono-uridylation of miR-35–42, plotted as in (*D*). (*F*) Mono-adenylation of miR-35–42, plotted as in (*D*). (*G*) Trimming of the 14 EBAX-1–sensitive miRNAs outside the miR-35 family across development, plotted as in (*D*). (*H*) Mono-uridylation of the 14 EBAX-1–sensitive miRNAs outside the miR-35 family, plotted as in (*D*). (*I*) Mono-adenylation of the 14 EBAX-1–sensitive miRNAs outside the miR-35 family, plotted as in (*D*).

In contrast to these differences in the fraction of trimmed 3′-ends, we detected no clear differences in the fractions of either trimmed 5′-ends or tailed 3′-ends in the *ebax-1* mutant (Fig. 4B,C). Thus, an increase in the fraction of trimmed 3′-ends was the predominant isoform-level effect of EBAX-1 loss on miR-35 across development. The other miR-35 family members behaved similarly as miR-35; upon loss of EBAX-1, late embryos and larvae had significantly higher percentages of 3′-end trimmed isoforms (Fig. 4D; Supplemental Table S7) with little change in the prevalence of either mono-uridylated or mono-adenylated isoforms (Fig. 4E,F; Supplemental Table S7).

With respect to EBAX-1–sensitive miRNAs outside the miR-35 family, a few had modestly increased trimming percentages upon loss of EBAX-1 (Fig. 4G). For example, miR-71 was EBAX-1 sensitive from the L2 to the L4 larval stage, during which time it underwent an approximately twofold increase in the fraction of 3′ ends trimmed by 1 nt (Supplemental Table S7). However, other miRNAs had reduced percentages of trimmed isoforms. Moreover, for those with increased trimming percentages, the increases often did not correlate with EBAX-1 sensitivity. Some miRNAs had strong EBAX-1 sensitivity without increased trimming. For example, miR-43 was elevated approximately sevenfold in L4 larvae lacking EBAX-1 but underwent no significant change in the fraction of trimmed isoforms at L4 or any other stage (Supplemental Table S7). Others had increased trimmed percentages during stages at which the miRNA was not EBAX-1 sensitive. For instance, miR-44/45 had an increase in the percentage of trimmed isoform at all stages examined (Supplemental Table S7) yet was EBAX-1 sensitive in only the late embryo (Fig. 1A). Likewise, we found no relationship between miRNA tailing and EBAX-1 sensitivity, with a few miRNAs undergoing increased tailing upon loss of EBAX-1, a few others undergoing decreased tailing (Fig. 4H,I; Supplemental Table S7).

In sum, for the EBAX-1–sensitive miRNAs outside the miR-35 family, we did not observe a convincing signal for increased tailing or trimming in the *ebax-1* mutant (Fig. 4G–I)—a signal that would have implicated the involvement of the canonical TDMD pathway, in which the transcript that directs degradation pairs extensively to the miRNA 3′ region, promoting both TDMD and TDTT. Nonetheless, we cannot rule out the possibility that the canonical pathway functions in *C. elegans*, but no signal was observed because, in contrast to the tailing and trimming activities of other animals, the tailing and trimming activities of *C. elegans* do not recognize and modify 3′ ends of extensively paired miRNAs. With respect to the miR-35 family, we suspect that the clear signal for increased trimming in the *ebax-1* mutant (Fig. 4D) was not a consequence of extensive pairing to the miRNA to the 3′ region, because such pairing is not required for degradation of the miR-35 family (Donnelly et al. 2022). Instead, we suggest that the increased percentages of trimmed isoforms observed in the *ebax-1* mutant are a consequence of the increased lifespans of these miRNAs in the absence of EBAX-1. The increased lifespans would presumably increase the average age of the miR-35 family members in the late embryo and larval stages, and because the fraction of tailed or trimmed isoforms can increase as *C. elegans* miRNA molecules age (Vieux et al. 2021), the increased lifespans could thereby lead to an increased fraction of trimmed isoforms. A substantial influence of lifespan on the fraction of modified molecules requires a strong shutoff of new miRNA production—dynamics that might uniquely cause substantial change in the age of miR-35 family members but not in that of other EBAX-1–sensitive miRNAs.

### The miRNA 3′ region contributes to *ebax-1*–mediated destabilization of miR-43

The known examples of TDMD in mammals and flies each require that the miRNA 3′ region pairs extensively to a trigger RNA (Han and Mendell 2023; Buhagiar and Kleaveland 2024), In contrast, for miR-35 in *C. elegans*, the sequence of its 3′ region is dispensable for its clearance at the embryo-to-L1 transition (Donnelly et al. 2022). This observation implies that if EBAX-1 is destabilizing miR-35 through a target-directed mechanism, it is through a nonconventional destabilization mechanism that does not involve pairing of the miRNA 3′ region. This possibility raises the question of whether this nonconventional, 3′-independent mode of TDMD might generalize to all other EBAX-1–sensitive miRNAs. Alternatively, EBAX-1 might have retained the ability to mediate conventional, 3′-dependent TDMD in *C. elegans*, and the 3′-independent mode might apply to only a subset of the EBAX-1–sensitive miRNAs. To begin to address this question, we examined whether the EBAX-1–dependent degradation of miR-43 requires the sequence of its 3′ region, in an experiment modeled after that which uncovered the 3′ independence of miR-35 destabilization (Donnelly et al. 2022).

miR-43 is a member of the miR-2 family, which in *C. elegans* also includes miR-2, miR-250, and miR-797 (Fig. 5A). 

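Outside miR-43, the miR-2 family had few changes that passed. miR-250 rose 2.00-fold in ebax-1 late embryos. In L1 larvae it rose 1.74-fold (log2 fold change 0.80, adjusted p = 0.0021 from edgeR's quasi-likelihood test). In germline-depleted adults miR-797 rose 4.95-fold (2.31, 0.0062), and miR-250 passed as well and rose more. miR-2, from an intron of ppfr-1 on chromosome I from 9372768 to 9372865, had log2 fold changes between -0.22 and 0.28 over the 8 stages. Of the 4 members, 2 rose in early embryos, 2 in late embryos, 2 in L1, 0 in L2, 1 in L3 and 1 in L4 larvae, 0 in gravid adults (2 adjusted over the list alone) and 3 in germline-depleted adults, and none fell. In L4 larvae miR-2, miR-250 and miR-797 had log2 fold changes of 0.28, 0.38 and 1.68, with adjusted p of 0.35, 0.23 and 0.037.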

Like the miR-35 family, the miR-2 family has divergent 3′ sequences (Fig. 5A), yet with the exception of miR-2, each miRNA in this family was sensitive to EBAX-1 loss (Figs. 1A,B and 5B). 

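miR-43, encoded between mir-42 and mir-44 on chromosome II from 11889910 to 11890007, rose 8.00-fold in ebax-1 L4 larvae, from 961 ± 196 CPM to 6901 ± 583 CPM (SD, n = 2 each; log2 fold change 3.00, standard error 0.21, adjusted p = 0.00058 from edgeR's quasi-likelihood test). Wild-type L4 larvae had 4564 ± 588 CPM of miR-250 and 245 ± 135 CPM of miR-797. At this stage miR-250 thus stood above miR-43 in the wild type. The paper calls miR-43 the most highly expressed of the sensitive family members, and its statement names no stage or genotype for this. miR-43 also rose in early embryos (0.84), late embryos (0.98) and L3 larvae (1.93), while in L2 larvae it had a log2 fold change of 0.32 (adjusted p = 0.65). The L4 call was lost without wild-type replicate 2 (adjusted p = 0.055).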

Of the three EBAX-1–sensitive family members, miR-43 was the most highly expressed (Supplemental Table S1) and the most sensitive to EBAX-1 loss—accumulating to 7.2-fold above wild-type levels in L4 animals (Figs. 1A, 5B; Supplemental Table S1). Moreover, miR-43 is processed from the same primary transcript as miR-42 and miR-44, which provided additional possibilities for monitoring transcriptional effects (Fig. 5C).

**FIGURE 5.**
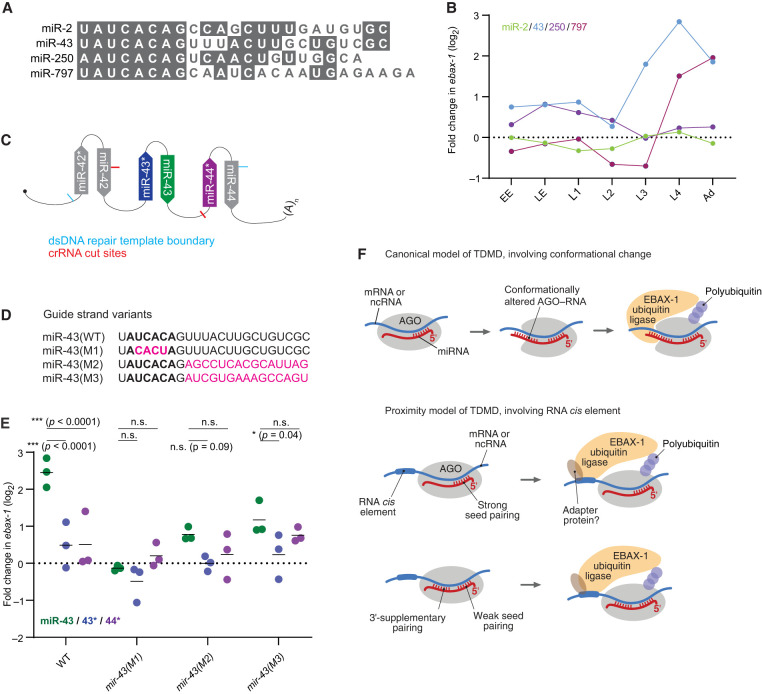
The miR-43 3′ region contributes to EBAX sensitivity. (*A*) Sequence alignment of the four members of the *C. elegans* miR-2 family. (*B*) EBAX-1 sensitivity of the miR-2 family members. (*C*) Schematic of the miR-42–44 cluster, indicating Cas9 cut sites (red lines), and repair template boundaries (blue lines) used for in vivo genome editing of this locus. (*D*) miR-43 variants generated through genome editing. Seed nucleotides are in bold, substitutions are in magenta. (*E*) The effect of EBAX-1 loss on the abundance of the miR-43 variants shown in (*D*) at the L4 stage. Points show fold change upon EBAX-1 loss in each miR-43 guide-strand variant (green), each miR-43 passenger-strand variant (blue), or each miR-44 passenger strand (purple) in wild-type worms or worms carrying the indicated mir-43 mutations. Plotted are values for each replicate, with *horizontal* lines indicating mean values of replicates. To assess statistical significance, we performed a two-way ANOVA followed by Dunnett's multiple comparisons test. n.s., not significant. (*) *P* < 0.05. (***) *P* < 0.0001. For one of three replicates in worms without miR-43 mutations, the fold change in miR-43, miR-43*, and miR-44* represents the mean of L4-stage data in the sRNA-seq experiment shown in Figure 1 and Supplemental Table S1. (*F*) Molecular models for EBAX-1–mediated miRNA destabilization. In the canonical model of TDMD (*top*), which is consistent with observations in mammalian and insect cells, extensive pairing between the miRNA 3′ region and a trigger RNA (either an mRNA or ncRNA) causes a conformational change in AGO, leading to the recruitment of EBAX-1 and subsequent polyubiquitination of AGO. In an alternative model (*bottom*), which is consistent with observations for miR-35–42 in *C. elegans*, EBAX-1 is recruited to the trigger RNA by an RNA *cis*-acting element, either directly or with the help of an adapter protein. In this alternative model, either strong seed pairing or weak seed pairing supplemented by pairing to the miRNA 3′ region recruits the trigger, thereby recruiting EBAX-1 to the vicinity of AGO-like proteins.

Using Cas9-faciliated homologous recombination, we mutated the endogenous *mir-43* locus to generate three strains bearing substitutions of either the miR-43 seed or its 3′ end (Fig. 5D). One mutant, designated *mir-43(M1)*, had an inverted miR-43 seed. A second mutant, *mir-43(M2)*, had positions 9–23 substituted with random sequence. A third mutant, *mir-43(M3)*, had positions 9–23 substituted with the 3′ region of miR-82. miR-82 is not EBAX-1 sensitive and its 3′ region was also used for the mutagenesis study of miR-35 (Donnelly et al. 2022). In each case, we also introduced compensatory mutations to the passenger strands to preserve the secondary structures of the pri- and pre-miRNAs (Supplemental Fig. S4A). We further crossed these *mir-43* mutations into the *ebax-1(tm2321)* background, allowing us to test whether the seed or 3′ mutations affect EBAX-1–dependent miR-43 degradation.

We raised synchronous L4 populations of the three *mir-43* mutants, the three *mir-43;ebax-1* double mutants, as well as wild-type worms and *ebax-1* worms without any *mir-43* mutations, and assayed levels of small RNAs by sRNA-seq (Fig. 5E). 

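In every strain, miR-35, miR-38, miR-71, miR-230 and miR-244 rose with loss of EBAX-1 and miR-1020* fell, so each pair of genotypes carried the effect of the ebax-1 mutation on other miRNAs. miR-35 rose 8.89-fold without a mir-43 mutation and 5.49-, 4.97- and 7.45-fold in mir-43(M1), mir-43(M2) and mir-43(M3). At an adjusted p under 0.01 from edgeR's quasi-likelihood test, 11 of 225 strands rose and 3 fell without a mir-43 mutation, 13 and 7 in mir-43(M1), 12 and 2 in mir-43(M2) and 14 and 17 in mir-43(M3). In that order, the numbers were 11 and 7, 12 and 9, 11 and 5 and 13 and 26 when scaled by library size and 16 and 23, 17 and 17, 14 and 4 and 20 and 30 by DESeq2. With the replicate number as a replicate block, shared by all genotypes, 13 fell in mir-43(M2) and 29 in mir-43(M3). The authors deposited counts for 23 libraries, 3 of each genotype except ebax-1 without a mir-43 mutation, which has 2. In each library, the form of miR-43 that its genotype carries stood for miR-43 in the tests, and likewise for its passenger strand. Reads of the other forms were left out. They made up at most 6.98% of all miR-43 guide reads in any library. A mir-43(M3);ebax-1 library, replicate 2, is much smaller than the rest, with 302789 miRNA counts.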

Wild-type miR-43 was elevated 5.5-fold in L4 larvae lacking *ebax-1*, with only a 1.2-fold increase in its passenger strand (Fig. 5E; Supplemental Fig. S4B,C), in line with our initial findings (Figs. 1A and 5B). This increase was also much greater than that observed for the passenger strand of miR-44, which like the miR-43 passenger strand was processed from the same primary transcript as miR-43 and was expected to be EBAX-1 insensitive, and thus provided another means to monitor potential changes in transcription. In contrast to miR-43, miR-43(M1), which had the substituted seed, was refractory to EBAX-1 (Fig. 5E; Supplemental S4B,C), as would be expected for any process involving miRNA targeting after substituting the seed. 

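Wild-type miR-43 rose 6.44-fold in ebax-1 L4 larvae of this experiment, from 1189 ± 537 CPM (SD, n = 3) to 7151 ± 706 CPM (n = 2; log2 fold change 2.69, standard error 0.32, adjusted p = 3.8e-06 from edgeR's quasi-likelihood test). Its passenger strand had 20.4 ± 7.62 CPM and 24.1 ± 3.80 CPM. The mean fold change over 3 replicates, the last being the time course L4 mean as in the paper, was 5.62 ± 1.51 for the guide and 1.49 ± 0.623 for the passenger strand. Over the 2 same-numbered pairs of libraries of this experiment alone it was 4.84 and 1.16. Wild-type replicate 3 has no ebax-1 library of its number and enters none of these means. The paper does not name the libraries it paired. The guide to passenger ratio rose by 2.43 on the log2 scale (standard error 0.85, adjusted p = 0.044 from limma over 91 pairs of strands), and this call was lost without wild-type replicate 2 or 3 or either ebax-1 library. In wild-type replicate 3 the guide stood at 582 CPM, the lowest of the wild-type libraries.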

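miR-44*, from the same transcript, had a mean fold change of 1.58 ± 0.916 (SD, n = 3) without a mir-43 mutation. The ratio of the miR-43 guide to miR-44* rose by 2.57 on the log2 scale (standard error 0.36, adjusted p = 1.8e-05 from limma). miR-44* itself had a log2 fold change of 0.26 (adjusted p = 0.60 from edgeR's quasi-likelihood test), and the miR-44 guide 0.41 (0.12).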

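miR-43(M1) did not change with loss of EBAX-1, at 1664 ± 128 CPM in mir-43(M1) and 1523 ± 119 CPM in mir-43(M1);ebax-1 (SD, n = 3 each; log2 fold change 0.01, standard error 0.29, adjusted p = 0.98 from edgeR's quasi-likelihood test). Its mean fold change over replicates was 0.916 ± 0.0450. The sign of the log2 fold change turned with the fit, at -0.01 by DESeq2 and -0.13 with library sizes in place of TMM, and the change passed in none of them. miR-42 from the same transcript stood at 2503 ± 42.7 CPM and 5377 ± 476 CPM.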

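The passenger strand of miR-43(M1) stood at 3.12 ± 5.41 CPM in the strain with intact ebax-1 and 2.59 ± 4.48 CPM without it (SD, n = 3 each), and had 0 counts in replicates 2 and 3 of both. Its mean fold change over replicates, 0.949 ± 0.0890, therefore rests on replicate 1. miR-44* had a mean fold change of 0.969 ± 0.0971 and a log2 fold change of 0.10 (adjusted p = 0.87 from edgeR's quasi-likelihood test). The guide to passenger ratio differed between the genotypes by -0.05 and the ratio to miR-44* by -0.08 on the log2 scale, and neither passed (adjusted p 0.96 and 0.95 from limma).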

The miR-43(M1) and miR-44 passenger strands also had only minor changes upon EBAX-1 loss in this strain (Fig. 5E; Supplemental S4C,D), in agreement with a posttranscriptional explanation for the insensitivity of miR-43(M1) to EBAX-1 loss.

With respect to the mutants in the miR-43 3′ region, mir-43(M2) increased by 1.7-fold upon EBAX-1 loss, and miR-43(M3) increased by 2.4-fold. These increases were significantly less than the 5.5-fold elevation observed for wild-type miR-43 (Fig. 5E), indicating that the sequence of the miR-43 3′ region is critical for full EBAX-1 sensitivity. Thus, the seed-only degradation mechanism acting on miR-35 and presumably other members of the miR-35 family (Donnelly et al. 2022) does not act on all the EBAX-1–sensitive miRNAs of *C. elegans*.

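miR-43(M3) rose 2.55-fold with loss of EBAX-1, from 5781 ± 226 CPM to 13627 ± 5222 CPM (SD, n = 3 each; log2 fold change 1.35, standard error 0.29, adjusted p = 0.0025 from edgeR's quasi-likelihood test). miR-43(M2) stood at 2807 ± 409 CPM and 4794 ± 313 CPM. Its log2 fold change of 0.89 (0.29) did not pass 0.05 by edgeR (adjusted p = 0.054) and passed by DESeq2 (0.019). It also passed with the replicate number as a replicate block in edgeR (0.88, adjusted p = 0.023). That block is shared by all genotypes and does not model pairing within mir-43(M2). The mean fold changes over replicates were 2.34 ± 0.796 for miR-43(M3) and 1.73 ± 0.225 for miR-43(M2). Without mir-43(M3);ebax-1 replicate 2, the small library, the miR-43(M3) change was 1.00 (adjusted p = 0.021), and that library holds the guide at 19655 CPM. Counts were also simulated from all mir-43 libraries, with the changes placed in mir-43(M2);ebax-1. By edgeR, 0 of 20 miRNAs raised 2-fold and 19 of 20 raised 4-fold were recovered. The threshold there was an adjusted p under 0.01, stricter than the 0.05 used for miR-43(M2). miR-42 stood at 37.9 ± 46.1 CPM in mir-43(M2) and 13.9 ± 14.3 CPM in mir-43(M3) with intact ebax-1, against 2310 ± 1096 CPM in wild type. Its passenger strand stood at 1.32 CPM in mir-43(M2), 0.10 CPM in mir-43(M3) and 23.6 CPM in wild type. A miR-42 variant (g8t) had 743 CPM in mir-43(M2) and 5.03 CPM in mir-43(M3). Counts from this neighbouring hairpin thus differed from wild type in both strains with a changed 3′ region, and the cause was not tested.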

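Against the change of wild-type miR-43, that of miR-43(M1) was smaller, with a log2 difference of -2.67 (standard error 0.43, adjusted p = 0.0016 for the interaction in edgeR's quasi-likelihood test). The differences for miR-43(M2) and miR-43(M3) were -1.80 (0.43) and -1.34 (0.43), in the direction of a smaller effect. These 2 did not pass over all miRNAs (adjusted p = 0.11 and 0.66), and had unadjusted p of 0.00053 and 0.0059 from the same edgeR fit. The miR-43(M2) difference passed by DESeq2 (adjusted p = 0.0035). In the ranks of the replicate fold changes, each variant lay below all 3 wild-type values. An exact permutation test gives p = 0.1 for this, the smallest value it can reach with 3 against 3. The wild-type values pair libraries by replicate number, include the time course L4 mean and leave out wild-type replicate 3. From the smaller increases, the paper concludes that the sequence of the miR-43 3′ region matters for full sensitivity to EBAX-1.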

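In mir-43(M3) the guide to passenger ratio differed by 0.94 on the log2 scale between ebax-1 and intact worms (standard error 0.76, adjusted p = 0.40 from limma) and in mir-43(M2) by 0.78 (0.76, 0.66). Neither passed. The passenger strands had mean fold changes of 1.25 ± 0.478 and 1.01 ± 0.141 (SD, n = 3), at 29.4 ± 9.47 CPM and 51.4 ± 8.29 CPM with intact ebax-1. Both ratios carry the same standard error, from 1 fit of all 8 groups. That fit includes the miR-43(M1) passenger strand, with 0 counts in replicates 2 and 3 of both genotypes. With only the groups compared in the fit, the miR-43(M2) ratio passed and the miR-43(M3) ratio did not. The fit of 8 groups therefore does not show that the miR-43(M2) ratio was unchanged.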

Although much lower than the 5.5-fold increase observed for wild-type miR-43, the increase observed upon EBAX-1 loss for the miR-43(M3) variant was significantly greater than that observed for its passenger strand, and the increase observed for miR-43(M2) was also greater than that observed for its passenger strand, although the difference for miR-43(M2) was not statistically significant (Fig. 5E). This being said, the increases were each not significantly greater than that observed for the miR-44 passenger strand transcribed from the same locus (Fig. 5E), raising the possibility that transcriptional effects might have contributed to the increases observed for these two mutants of the miR-43 3′ region.

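The ratio of the miR-43(M2) guide to miR-44* differed by 0.54 on the log2 scale (standard error 0.32, adjusted p = 0.33 from limma), and that of the miR-43(M3) guide by 0.42 (0.37). miR-44* had mean fold changes of 1.25 ± 0.497 and 1.70 ± 0.241 (SD, n = 3), and log2 fold changes that did not pass edgeR's quasi-likelihood test, 0.34 and 0.78 (adjusted p = 0.52 and 0.087). The paper proposes that transcription may have added to these increases.

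**Figure D5:**
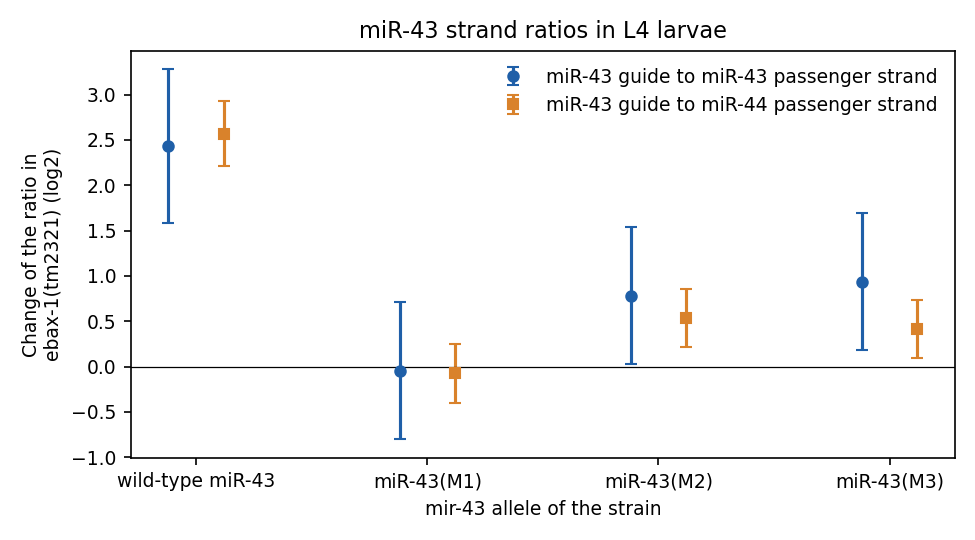
Points show the log2 change with loss of EBAX-1 (y axis) of the ratio of the miR-43 guide to its own passenger strand (blue circles) and to the miR-44 passenger strand (orange squares) in L4 larvae, by mir-43 allele (x axis). Bars are standard errors from limma in 1 fit of all 8 groups. For each ratio they are therefore alike in mir-43(M1), mir-43(M2) and mir-43(M3). There are 3 libraries per genotype, and 2 of ebax-1 without a mir-43 mutation.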

Overall, the substantially reduced EBAX-1 susceptibility of both 3′-region substitutions pointed to a contribution of the 3′ region of miR-43 for EBAX-1 sensitivity, reminiscent of canonical TDMD in flies and mammals. Indeed, a miR-43 site within the 3′ UTR of *emb-9*, one of the more highly expressed mRNAs of L4 larvae, has the extended complementarity expected to trigger miRNA degradation in flies and mammals (Supplemental Fig. S4E). Whether or not the modest sensitivity that remained for the miR-43 3′-region substitutions might have also been posttranscriptional will require further investigation.

## DISCUSSION

We present a stringently curated set of EBAX-1–sensitive miRNAs profiled across worm development. These results extend the confidently annotated EBAX-1–sensitive miRNAs to developmental stages beyond the gravid adult (Shi et al. 2020), providing statistical support for miRNAs suggested to be EBAX-1 sensitive in embryos (Shi et al. 2020; Donnelly et al. 2022) or mid-to-late larvae (Nahar et al. 2024) and identifying others not previously suspected to be EBAX-1 sensitive. In total, we annotate 22 miRNAs as EBAX-1 sensitive in at least one developmental stage and show that this sensitivity can impact the abundance of predicted target mRNAs. Indeed, EBAX-1 sensitivity appears to underlie the instability of most short-lived miRNAs in the worm, as the EBAX-1–sensitive miRNAs reported here have some of the shortest half-lives of all worm miRNAs (Supplemental Fig. S2D). Nonetheless, our set of 22 miRNAs might not be complete. Our study examined only worm populations grown under standard, well-fed conditions (with the exception of starved L1 larvae); additional miRNAs might be EBAX-1 sensitive under stresses and other conditions encountered in the wild.

The simplest explanation for the EBAX-1 sensitivity of these 22 miRNAs is that they are TDMD substrates. Thus, our study extends the implied scope of TDMD in *C. elegans* to 22 different miRNAs and to all major phases of *C. elegans* development. This being said, until the RNA transcripts that trigger the degradation of these miRNAs have been identified, the possibility that their EBAX-1 sensitivity might be through some other mechanism cannot be ruled out. Thus, for now, we classify these EBAX-1–sensitive miRNAs as probable, but yet-to-be-validated, TDMD substrates. Furthermore, we infer that these miRNAs are EBAX-1 substrates when associated with either of the two AGO paralogs, ALG-1 or ALG-2, based on the EBAX-1 sensitivity of miRNAs that are preferentially loaded into ALG-1, such as miR-788 and miR-44/45, and the sensitivity of those preferentially loaded into ALG-2, such as the miR-35 family (Brown et al. 2017).

In contrast to its fly or mammalian orthologs, for which loss leads to embryonic or perinatal lethality (Kingston et al. 2022; Jones et al. 2023; Shi et al. 2023), EBAX-1 is not required for viability of *C. elegans*. Nonetheless, worms lacking *ebax-1* have several defects, including impaired axon guidance of certain sensory neurons, impaired male mating, and defective egg laying (Wang et al. 2013). The extent to which these defects are explained by impaired TDMD is unclear; some might be attributable to the widespread dysregulation observed in *ebax-1* L1 larvae (Fig. 3).

The current model of canonical TDMD proposes that pairing of the 3′ region causes a conformational change in the miRNA–AGO complex that favors ZSWIM8/EBAX-1 binding and AGO polyubiquitination (Fig. 5F; Han et al. 2020; Shi et al. 2020). The EBAX-1–dependent yet 3′-region-independent degradation of miR-35 in *C. elegans* indicates that a mechanism that does not rely on 3′ pairing can also recruit EBAX-1 (Donnelly et al. 2022), and raises the question of whether in *C. elegans* TDMD always acts independently of the miRNA 3′-region. This might be the case if, for example, EBAX-1 has lost the ability to recognize the 3′-pairing-dependent conformational change, and instead recognizes the trigger RNA (or a factor bound to the trigger RNA) (Donnelly et al. 2022). In this scenario, which we call the proximity model, the trigger would recruit both the miRNA and EBAX-1 and bring them into proximity with each other without a requirement for 3′-pairing and its associated conformational change (Fig. 5F). Our observations for mutants of miR-43 shows that its 3′-region is required for substantial EBAX-1 sensitivity, which shows that in *C. elegans*, EBAX-1 does not always act independently of the miRNA 3′-region. Nonetheless, these observations do not necessarily show that EBAX-1 recognizes a conformational change imparted by 3′ pairing; the proximity model is still possible. For example, the miR-43 TDMD trigger might operate through the proximity model by recruiting miR-43 through a site in which extensive 3′ pairing supplements weak seed pairing. In this scenario, disrupted 3′-pairing would dramatically reduce TDMD but perhaps not fully eliminate it, as seems to have occurred when substituting the 3′ region of miR-43 (Fig. 5E). The use of 3′-supplementary (or 3′-compensatory) pairing when directing miR-43 degradation would also impart specificity to miR-43 compared to its other family members, which might help explain why miR-2 was not EBAX-1 sensitive. Differentiating between the conformation and proximity models, and exploration of other questions regarding EBAX-1 recognition and function, will be facilitated with the identification of transcripts that trigger miRNA degradation in *C. elegans*.

## MATERIALS AND METHODS

### *C. elegans* strains, maintenance, and staging

Worms were cultured at 20°C on standard NGM agar media seeded with *E. coli* strain OP50 as previously described (Brenner 1974), except for *glp-4(bn2)* and *glp-4(bn2); ebax-1(tm2321)* worms, which were maintained at either a permissive temperature of 15°C or a restrictive temperature of 25°C. The *ebax-1(ju699)* (strain CZ9912) was a gift from Yishi Jin. All double-mutant strains carrying the *ebax-1(tm2321)* allele were generated by mating *ebax-1(tm2321)* (strain CZ9907) hermaphrodites with males of the appropriate strain. Supplemental Table S8 lists all worm strains used in this study.

Cultures were synchronized by treatment of mixed-stage worms with an alkaline bleach solution (0.6M NaOH and 12% v/v Clorox bleach). Embryos isolated immediately after bleaching were collected as early embryos, whereas embryos allowed to develop a further 6 h in M9 buffer (3 g/L KH_2_PO_4_, 6 g/L Na_2_HPO_4_, 0.5 g/L NaCl, and 1 mM MgSO_4_•7H_2_O) with gentle agitation were collected as late embryos. Embryos allowed to further develop and hatch under these starvation conditions were collected as L1 larvae. Synchronous populations of older larvae were obtained by plating starved L1 onto NGM agar seeded with excess OP50 bacteria and allowing them to develop at 20°C until they reached the desired stage, which took ∼16, 28, 42, and 68 h for L2, L3, L4, and gravid adults, respectively. *glp-4* and *glp-4; ebax-1* worms were hatched overnight at 15°C following bleaching, then synchronously raised at 25°C for ∼48 h to reach adulthood.

### Sample collection and RNA extraction

Larvae and adult worms destined for RNA extraction were washed off of NGM agar plates into 15 mL tubes with M9 buffer. Worms were pelleted and washed twice with M9 buffer. Worms were then resuspended in M9 buffer and nutated a further ∼30 min at room temperature to purge bacteria from the gut. Worms were washed and centrifuged a final time, and the resulting pellet was flash-frozen in liquid nitrogen. Embryos and worms suspended in M9 buffer were pelleted and flash-frozen in liquid nitrogen.

Total RNA was extracted with TRI reagent (Life Technologies). Following the addition of TRI reagent to frozen worm pellets, the resulting slurry was flash-frozen and thawed twice more to disrupt the outer cuticle of the embryo or worm. Phase separation was achieved with 1-bromo-3-chloropropane (Sigma), and the resulting aqueous phase was precipitated in isopropanol. For embryo and larval samples, GlycoBlue coprecipitant (Invitrogen) was included as a carrier. Precipitated RNA was washed once in chilled 70% ethanol, resuspended in water, and quantified by NanoDrop Spectrophotometry.

### Northern blotting

For each RNA sample, 3 µg total RNA was electrophoresced on a 20% polyacrylamide urea gel, transferred to a Hybond-NX membrane (GE Healthcare) in a semi-dry apparatus (Bio-Rad), and baked ∼1 h at 60°C in a solution of EDC (*N*-(3-dimethylaminopropyl)-*N*′-ethylcarbodiimide; Thermo Scientific) in 1-methylimidazole to crosslink RNA 5′ phosphates to the membrane. Membranes were pre-hybridized in Ultrahyb-oligo (Invitrogen), probed with radiolabeled LNA or DNA oligonucleotides (Supplemental Table S9), and imaged with a Typhoon Phosphorimager (Cytiva). Signal was quantified with ImageQuant TL software. A step-by-step protocol for small RNA northern blots is available at http://bartellab.wi.mit.edu/protocols.html.

### sRNA-seq library preparation and analysis

Libraries were prepared from 2 to 10 µg total RNA essentially as previously described (Kleaveland et al. 2018), with the addition of spike-in RNA oligonucleotides in proportion to the total RNA content of each sample. A step-by-step protocol for sRNA-seq library preparation can be found at http://bartellab.wi.mit.edu/protocols.html. Libraries prepared for the *ebax-1* developmental time course were sequenced on the Illumina HiSeq platform with 50 nt single-end reads. Libraries prepared for the *mir-43* mutagenesis experiments were prepared with redesigned dual-index PCR primers (Supplemental Table S9) and sequenced on an Illumina NovaSeq platform with 100 × 100 nt paired-end reads, with only read 1 being analyzed. Reads were trimmed of adaptor sequences using cutadapt (Martin 2011) and fastx_trimmer (FastX toolkit: http://hannonlab.cshl.edu/fastx_toolkit/), then filtered for base quality using fastq_quality_filter with parameters -q 30 -p 100.

*C. elegans* miRNAs were counted by string-matching the first 19 nt of each read to a dictionary of curated miRNAs (Jan et al. 2011). Matching 19 nt prefixes rather than full-length sequences captured reads for miRNAs that had undergone tailing or minor trimming at their 3′ ends. miR-44 and miR-45, which are identical in sequence, were included in this dictionary as a single miRNA named miR-44. The passenger strands miR-1829b* and miR-1829c*, which are also identical in sequence, were not considered in our analyses. Resulting miRNA counts were merged into a table and passed to DESeq2 (Love et al. 2014) for differential expression analysis after removing counts corresponding to miRNA spike-in oligonucleotides. Normalized miRNA abundance was calculated from raw miRNA counts as counts per million miRNA-matching reads (CPM) plus one pseudocount, and only miRNAs with more than 5 CPM were carried forward for subsequent analyses.

*C. elegans* piRNAs (21U-RNAs) were counted by perfectly matching reads to a dictionary of 15,363 full-length piRNAs curated from ENSEMBL along with their genomic coordinates. These counts were then passed to DESeq2 for differential expression analysis. Only those piRNAs supported by at least one read in each wild-type and *ebax-1* sample were carried forward for plotting. Normalized piRNA abundance was calculated from raw piRNA counts as counts per million piRNA-matching reads (CPM), without adding a pseudocount.

For analyses of miRNA tailing and trimming, a dictionary of full-length miRNA sequences was modified to correspond to each altered miRNA species examined (for example, full-length miRNAs trimmed by 2 nt at the 3′ end). Perfect matches to these modified miRNA species (as well as unmodified full-length miRNAs) were tabulated. The relative abundance of each miRNA isoform is presented as the fraction of reads matching that isoform relative to the summed counts of all isoforms detected for that miRNA. Although the miRNA alterations analyzed were not an exhaustive catalog of all possible alterations, they did represent the most common modified miRNA species. Small RNA sequencing reads are available from the GEO under the accession number GSE267367.

### Poly(A)^+^ RNA-seq library preparation and analysis

Poly(A)^+^ RNA-seq libraries were prepared from 3 µg total RNA from either late embryos or L1 larvae (for analysis of miR-35–42 target mRNAs) or from 10 µg total RNA from gravid adults (for analysis of protein-coding genes near dysregulated piRNAs on Chromosome IV) using the stranded NEXTFLEX Rapid Directional RNA-seq kit (Perkin Elmer). The embryonic and larval libraries represented two independent biological replicates of wild-type and *ebax-1(tm2321)* samples, whereas the gravid-adult libraries represented one replicate. Libraries were all sequenced on the HiSeq platform with 50 nt single-end reads.

Reads were aligned to the *C. elegans* genome (WS245) using STAR v2.7.1a (Dobin et al. 2013) with parameters “‐‐outFilterMultimapNMax 1 ‐‐outFilterIntronMotifs RemoveNoncanonicalUnannotated ‐‐outSAMtype BAM SortedByCoordinate”. Uniquely mapping reads were assigned to genes using featureCounts (Liao et al. 2014) and parameters “-s 2 -F GTF -t CDS”, as well as *C. elegans* WS245 genome annotations downloaded from Wormbase (www.wormbase.org) and converted from gff3 format to gtf format with the gffread tool. Raw read counts were merged into a table and inputted to DESeq2 for differential expression analysis. Normalized mRNA abundance was calculated as counts per million mRNA-matching reads (CPM), without pseudocounting. A wild-type expression cutoff of 50 raw reads was used for plotting late embryo and L1 mRNAs following differential expression analysis.

To analyze the effect of EBAX-1 loss on miR-35–42 target mRNA levels in late embryo and L1 (Fig. 3), sets of target and control nontarget mRNAs were chosen as follows. All predicted mRNA targets of miR-35–42 were downloaded from TargetScanWorm and filtered for a wild-type expression threshold of 50 raw reads per mRNA in late embryo or L1 (separately for analysis of each time point). In addition to an analysis of all predicted miR-35–42 target mRNAs meeting the expression threshold, another analysis was performed for mRNAs categorized by TargetScanWorm as harboring “conserved” miR-35–42 sites. Sets of control nontarget mRNAs not listed in the miR-35–42 predictions were chosen (randomly and with replacement) for each target mRNA such that the length of their 3′ UTRs differed by no more than 10% (conserved) or 15% (predicted) from that of the predicted target mRNA, as defined by the longest 3′ UTR annotated for each mRNA in Jan et al. (2011). The distributions of fold changes in normalized mRNA abundance for target mRNAs and nontarget control mRNAs were then plotted as cumulative distribution functions using the Frequency Distribution analysis tool in GraphPad Prism 8 software, and analyzed for statistical significance by the Kolmogorov–Smirnov test. Sequencing reads from this RNA-seq experiment are available from the GEO under accession number GSE267368.

### Cas9-facilitated substitutions

To construct the *mir-43(M1)*, *mir-43(M2)*, and *mir-43(M3)* lines, adult gonads were injected with in vitro-assembled RNPs containing recombinant Cas9 Nuclease V3 (IDT), alt-R tracrRNA (IDT), and alt-R crRNA (IDT) against the *mir-43* locus, as well as linear double-stranded DNA repair templates with homology arms of 100 bp. Our injection mixes also included a crRNA to the *dpy-10* locus and an ssDNA repair template to generate the dominant *dpy-10(cn64)* allele, in a “co-CRISPR” approach (Arribere et al. 2014) allowing for the selection of individuals that had taken up active Cas9 RNPs.

The injection mixes had 11.6 µM Cas9 nuclease V3, 11.6 µM alt-R tracrRNA, 4.8 µM of each of two alt-R crRNAs to the *mir-43* locus, 2.0 µM *dpy-10* crRNA, 1.4 µM *dpy-10(cn64)* ssDNA repair template, and 0.5 µM (86.8 ng/µL) dsDNA repair template for *mir-43* variants, in a total volume of 20 µL.

To prepare the injection mixes, crRNAs and tracrRNAs were first annealed by heating to 95°C for 5 min and cooling to room temperature. RNPs were then assembled by adding Cas9 nuclease V3 to this annealed duplex and incubating 5 min at room temperature. Repair constructs were then added. Each dsDNA repair template was purified by isopropanol precipitation and heat-denatured in parallel with the crRNA:tracrRNA mixture. Mixtures were centrifuged 5 min at 15,000*g* at room temperature in a benchtop microcentrifuge, and ∼18 µL was carefully pipetted from the top of the mixture to a new tube and loaded into needles pulled from capillary tubes for injection.

F1 worms displaying Dpy or Rol phenotypes, a function of their genotype at the *dpy-10* locus, were singled, and F1 worms were genotyped by Sanger sequencing of PCR amplicons whose boundaries spanned the region covered by the repair template. Homozygotes were then isolated from F2 or subsequent generations. Because *mir-43­(M1)* mutants were identified in a background heterozygous for the allele imparting the Rol phenotype, F2 lines were screened for homozygosity at the miR-43 locus and for the absence of the Rol phenotype. Because *mir-43(M2)* and *mir-43(M3)* lines were isolated in a *dpy-10* homozygous background, these two lines were backcrossed to wild-type N2 worms and then screened for homozygosity of the wild-type allele at the *dpy-10* locus as well as homozygosity of the appropriate mutant allele at the *mir-43* locus.

For genotyping, single worms were picked into PCR tubes containing 6 µL of a 5:1 mixture of Single-Worm Lysis Buffer (10 mM Tris pH 8.3, 50 mM KCl, 2.5 mM MgCl_2_, 0.45% IGEPAL CA-630, and 0.45% Tween-20) and Proteinase K (NEB, molecular biology grade) diluted 10-fold in NEB storage buffer (20 mM Tris pH 7.4, 1mM CaCl_2_, and 50% glycerol). Alternatively, populations of F2 were occasionally genotyped by pipetting 30–50 µL of the same 5:1 lysis buffer:proteinase K mixture over a starved plate and recovering multiple F2 animals. In either case, the worm–buffer mixture was frozen and thawed twice on dry ice to disrupt the worm cuticle, then heated 1 h at 65°C to lyse, followed by 15 min at 95°C to inactivate proteinase K. To generate an amplicon for genotyping, 0.6 µL of worm lysate was used as template in a 15 µL PCR reaction, of which 5 µL was visualized on a 1% agarose gel and 10 µL processed for Sanger sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

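The data are small RNA sequencing libraries of C. elegans, 32 of the developmental time course (8 stages, ebax-1(tm2321) and its controls, 2 each), 4 of L1 larvae for the ebax-1(ju699) allele (2 mutant, 2 wild type) and 23 of L4 larvae with and without mutations in mir-43 (3 per genotype, 2 of ebax-1 alone). The germline-depleted adults carry glp-4(bn2) in both genotypes. miRNA counts were used for all 59 libraries, and piRNA counts for the 4 libraries of gravid adults, the stage for which they are tabulated.

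The deposited miRNA values are read counts. The authors trimmed adapters with cutadapt and fastx_trimmer (versions not given in the sources used here), filtered reads for base quality, matched the first 19 nt of each read to a curated dictionary of miRNA strands and left out the counts of spike-in RNAs, so scaling by spike-ins was not possible from these values. miR-44 and miR-45 share an entry. The deposited piRNA values are counts of reads that matched full-length piRNAs perfectly. The authors tested the piRNA counts with DESeq2. They called EBAX-1-sensitive miRNAs with DESeq2 and a bi-beta uniform mixture model. The passenger strands of miR-1829b and miR-1829c, which they did not consider, were kept here. The miRNA table has 310 strands, 7 of them variants that occur only in the mir-43 experiment, and the piRNA table 15363 piRNAs. That the values are whole numbers of at least 0 and that no 2 replicates are copies of each other was checked.

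CPM were computed as counts per total miRNA counts of the library, and differential tests were made on the counts with edgeR 4.0.16 (TMM, quasi-likelihood F-test) in R 4.3.3, with Benjamini-Hochberg adjustment. At each stage, strands with a mean CPM + 1 of at least 5 over the control libraries were tested in a fit of the 4 libraries of that stage, with a threshold of 0.01, as in the paper's calls. The counts of changed strands in each mir-43 strain used 0.01 as well, and other tests 0.05. Differences between stages, alleles or germline states were tested as interactions in 1 fit of the groups concerned, and strand ratios with limma 3.58.1 on log2 ratios of CPM + 1. The mir-43 libraries were fitted as 8 groups. The form of miR-43 that each strain carries, with its passenger strand, stood for miR-43 there. The replicate fold changes were compared by an exact permutation test. piRNAs with at least 1 read in every library were tested with TMM over piRNAs, and the piRNAs of the downregulated interval were set against all others with Fisher's exact test on the calls and with camera, with a preset correlation of 0.01 and with an estimated one. DESeq2 1.42.0 was run as an alternative, and so was a bi-beta uniform mixture fitted to its p-values by maximum likelihood, after the outline the paper gives. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 prepared the tables, and matplotlib 3.10.9 drew the figures. Genome positions are from the WBcel235 annotation.

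Libraries of the time course held 1343153 to 20538418 miRNA counts, those of the ju699 experiment a median of 2660113.5 and those of the mir-43 experiment 302789 to 16014208, with a median of 8186034. A strand at 5 CPM therefore has about 7 counts in the smallest time course library. The tests by edgeR, DESeq2, limma and the mixture were tested on simulated counts with known changes. At the stages other than gravid adult, edgeR recovered 9 to 10 of 10 strands raised 4-fold, and in gravid adults 0 of 10 (DESeq2 9 of 10), with at most 2 unchanged strands called at a stage.

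The miRNAs named in the text follow a rule set with the design, when the paper's figures had been seen: those the paper names or labels, the passenger strands of the 22 EBAX-1-sensitive miRNAs, up to 4 members of each fixed list, and up to 10 strands with the largest change at each stage among those that passed and moved alike in both pairs of libraries, with up to 5 piRNAs in each direction. The piRNAs outside the interval, the miR-232 passenger strand in L1 larvae and miR-233 in L3 larvae were named after their values had been seen. Of miR-788, miR-791 and others with both arms listed, the arm with more counts stands for the miRNA, a choice made once the counts were known. The lists were the miR-35 and miR-2 families, the mir-35-41 and mir-42-44 transcripts, heat-responsive and germline-enriched miRNAs as the paper cites them, the 22 miRNAs of the study, developmental timing, the miR-51, miR-58, miR-64 and miR-44 families, ageing and stress, neurons, muscle, intestine and glia.

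Alternatives covered DESeq2, scaling by library size, filters, thresholds, pseudocounts, the replicate number as a block, fits with more or fewer libraries, other sets of calls for the fraction turned over, and leaving out each library in turn. The main fits left the replicate number out. The replicate numbers were taken to pair the libraries in mir-43(M2) and mir-43(M3) alone. This rests on the counts, not on a stated batch: across strands, the deviations of same-numbered libraries from their group means correlated in each of the 3 pairs, at 0.152 to 0.318 in mir-43(M2) and 0.120 to 0.413 in mir-43(M3), and each library correlated best with its own number. Tailing and trimming of miRNAs, Northern blots, mRNA sequencing and piRNAs of the ju699 allele were not analysed here. Because the counts of miRNAs say nothing on the ebax-1 transcript, genotype labels were not checked by it.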

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

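Chosen only after the result was seen were the test of scaling for early embryos and the test of the piRNAs around the 4 on chromosome IV.

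In early embryos 31 strands beyond the study's call were higher in ebax-1, and many are passenger strands, 10 of 18 among the 22 EBAX-1-sensitive miRNAs; without mutant replicate 1 or 2 no strand passed by edgeR. With all time course libraries in one fit, 1 strand was higher in early embryos. Scaling between libraries is argued against, since guide to passenger ratios do not depend on it. The median of these ratios changed by -0.36 over 78 pairs (95% interval -0.47 to -0.27). Earlier staging of the mutant embryos stays open: the Spearman correlation of the mutant change with the wild-type change from early to late embryo was -0.297 as the mean of 2 ways to split the controls (-0.227 and -0.368, 184 strands), between the bounds set for and against it. An effect of ebax-1 loss on miRNA production in the embryo may also account for it and was not tested.

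let-7 differed between the alleles in L1 larvae, with a log2 difference of -4.72 for ju699 against tm2321, the 1 strand of its comparison to do so, and none passed without either wild-type library of the tm2321 experiment or without ju699 replicate 2. It stood at 2.97 CPM in wild-type L1 larvae, below the filter of the tm2321 comparison, and at 49.6 CPM in tm2321 L1 larvae. Later staging of the tm2321 larvae cannot be told apart from a genotype effect: the correlation of the tm2321 change with the wild-type change from L1 to L2 was 0.133 (0.179 and 0.0876 in the 2 splits of the controls, 185 strands). Carry-over of reads from later stages could give such a rise, which equals 0.366% of the wild-type L4 level of let-7 (12752 CPM), and stays open: the 1 other strand that is near 0 in L1 and abundant in L4 rose by 0.353 times the amount this share predicts, between the bounds set for and against it, and 1 strand is too few to settle it. A difference between the alleles themselves remains an untested explanation.

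4 piRNAs outside the interval were lower, between 13971956 and 13978595 of chromosome IV, and no piRNA was lower by edgeR without either wild-type library. If the whole stretch had changed, its other piRNAs would be lower too: 9 of 11 tested piRNAs within 5000 bp of it were, but their median log2 fold change was -0.23 with a 95% interval of -1.97 to 0.06. Among them, 21ur-7241 (-1.97) and 21ur-4308 (-1.86) passed by DESeq2 (adjusted p = 0.015 and 0.020), and DESeq2 called no piRNA outside both the interval and this stretch. The median alone lies past the bound of -0.3 set against this explanation but its interval does not; the explanation is left open because the interval had to clear the bound, a requirement added after the value was seen. A strain difference at this place may exist as well, and no biological explanation was tested.

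Beyond the strands the paper reports on, others passed at a stage. Late embryos had 13 higher strands that the study did not call and 10 lower ones. In L1 larvae the numbers were 4 higher and 2 lower, in L2 larvae 5 and 4, and in L3 larvae 5 and 6. 7 strands were lower in early embryos, and 2 higher strands of the ju699 allele in L1 larvae are outside the study's L1 calls. mir-43(M2) worms held reads assigned to a miR-42 variant (g8t), at a mean of 743 CPM, where the other genotypes with intact ebax-1 had at most 5.03 CPM. miR-42 itself stood at 37.9 CPM in mir-43(M2) and 13.9 CPM in mir-43(M3), against 2310 CPM in wild type.

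Effects of ebax-1 loss differed between groups by an interaction test for 8 miR-35 family members between late embryo and L1, for 12 strands between L1 and L2, for 1 strand between gravid and germline-depleted adults (miR-250), and for 1 between the alleles. The miR-43 guide changed less in mir-43(M1) than with wild-type miR-43, by a log2 difference of -2.67.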

How the results depend on the processing

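The tests, filters and thresholds of the comparisons and their alternatives were set before the data were examined, except that DESeq2 on all piRNAs with the filter applied afterwards was chosen after the result was seen. Chosen after values had been seen were also the arm that stands for a miRNA with 2 arms, the tests of scaling in early embryos, of the piRNAs beside the 4 outside the interval and of other splits of the mir-43 libraries, and the passenger strands of all 22 miRNAs. Scaling by spike-ins was not run, since the counts hold none. Over the alternatives, 796 of the recomputed values that answer a comparison stayed where they were, 191 counts or values moved, 13 lost and 14 gained the threshold with the same direction, and 10 changed sign; for single miRNAs named in the text 1143 stayed, 180 lost and 112 gained it and 4 changed sign. Where a value changed, the cause was not tested, beyond that a threshold of 0.05 admits more strands and that other calls change what is summed. With 2 libraries per group, leaving out 1 leaves an arm with 1 library, which is then assumed to vary like the other groups. Depth limits the strands near 5 CPM, which have about 7 counts in the smallest library of the time course, and in mir-43(M3);ebax-1 replicate 2, with 302789 counts, such a strand has 1 or 2.

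The counts of higher strands in late embryos, L1, L2 and L3 larvae kept within 1.5 times of the reported ones under most alternatives, and the following did not. Scaled by library size, 21 strands were higher and 13 lower in early embryos, 66 lower in late embryos, 6 lower in L1 larvae and 2 higher in L1 larvae of ju699. With all time course libraries in one fit, 1 was higher and 1 lower in early embryos, 7 higher and 0 lower in late embryos, 15 lower in L2 larvae, 2 lower in L3 larvae, 26 higher and 11 lower in L4 larvae, 16 and 3 in gravid adults and 25 and 10 in germline-depleted adults. The bi-beta uniform mixture gave 1 increase in early embryos, 15 in late embryos, 8 in L2 larvae and 9 in gravid adults. At an adjusted p under 0.05, 17 strands were lower in early embryos, 26 in late embryos, 7 in L1, 7 in L2 and 17 in L3 larvae, while 23 were higher and 12 lower in L4 larvae, 8 and 1 in gravid adults, 21 and 2 in germline-depleted adults, and 2 lower with ju699. DESeq2 gave 9 decreases in L1 larvae, 28 increases and 13 decreases in L3 larvae, 25 and 12 in L4 larvae, 10 increases in gravid adults, 25 and 7 in germline-depleted adults, 16 and 2 with ju699, 10 strands that differed between the alleles and 12 between the adults. Scaled by library size, the log2 fold change of mir-66 in ebax-1, late embryo, turned from 0.16 to -0.022 and the log2 fold change of mir-228 in ebax-1, late embryo, from 0.16 to -0.017. With no low-count filter, 12 strands were lower in L3 larvae and 1 with ju699, and the correlation of log2 fold changes between ebax-1 alleles, L1, fell from 0.840 to 0.695. The number of miR-35 family members that differed between late embryo and L1 stayed at 8 and that of germline-enriched miRNAs lower in glp-4 adults at 9 to 10 in every alternative.

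With the miRNAs increased here as the calls, the fraction of miRNA molecules degraded, early embryo, was 6.48%, and the fraction of miRNA molecules degraded, late embryo, 15.2%; the fraction of miRNA molecules degraded, L1, was 16.5%, the fraction of miRNA molecules degraded, L3, 8.20%, the fraction of miRNA molecules degraded, gravid adult, 0.244% and the fraction of miRNA molecules degraded, germline-depleted adult, 2.70%. With all 22 miRNAs at every stage it was 12.1% in early embryos, 14.6% in late embryos, 17.1% in L1, 13.8% in L2 (fraction of miRNA molecules degraded, L2), 8.35% in L3 and 8.87% in L4 larvae (fraction of miRNA molecules degraded, L4), 9.93% in gravid and 7.25% in germline-depleted adults. With TMM effective library sizes it was 0.0152% in early and 13.6% in late embryos.

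For mir-43, the miR-43 guide change with ebax-1 loss, wild-type miR-43, and the miR-43 guide change with ebax-1 loss, miR-43(M3), passed in every alternative, at 2.34 to 3.01 and 1.00 to 1.50. The miR-43 guide change with ebax-1 loss, miR-43(M1), of 0.01 turned to -0.13 with library size only, -0.0087 with DESeq2 and -0.042 with only the groups compared, and passed in none. The miR-43 guide change with ebax-1 loss, miR-43(M2), of 0.89 passed 0.05 in several alternatives. Among them were DESeq2 (0.89, adjusted p = 0.019), the replicate block, the time course L4 libraries added (0.89, 0.032) and only the groups compared (0.88, 0.0072). Over all alternatives its adjusted p ranged from 0.0046 to 0.20. The miR-43 guide change against wild-type miR-43, miR-43(M2) became -1.88 with DESeq2 and -1.92 with the time course L4 libraries, both past 0.05. The guide to passenger ratio, miR-43(M2) was 0.78 and passed (0.0031) with only the groups compared, while the guide to passenger ratio, wild-type miR-43 was 2.42 at a pseudocount of 0.25 and did not pass (0.26). Scaled by library size, 7, 5 and 26 strands fell without a mir-43 mutation, in mir-43(M2) and in mir-43(M3). DESeq2 gave 23, 17, 4 and 30 decreases without a mir-43 mutation and in M1, M2 and M3. With the time course L4 libraries added, 21 strands rose and 31 fell without a mir-43 mutation and 4 fell in mir-43(M2). With only the groups compared, 17 fell in mir-43(M1), 1 in mir-43(M2) and 5 rose and 0 fell in mir-43(M3). The piRNAs lower in ebax-1 numbered 2 with total piRNA counts without TMM, 79 with DESeq2 and 69 with DESeq2 on all piRNAs and the filter applied afterwards.

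Leaving out 1 library at a time gave ranges of 0 to 21 higher and 0 to 11 lower strands in early embryos, 3 to 12 lower in late embryos, 1 to 7 lower in L1 larvae, 0 to 15 higher and 0 to 12 lower in L2, 10 to 29 and 0 to 24 in L3 and 0 to 10 and 0 to 5 in L4 larvae, 0 to 9 and 0 to 1 in gravid and 19 to 30 and 0 to 15 in germline-depleted adults, and 1 lower with ju699. Strands that differed numbered 0 to 6 between the alleles, 5 to 71 between L1 and L2 and 1 to 3 between the adults, and the correlation of log2 fold changes between ebax-1 alleles, L1, ran from 0.784 to 0.853. Without a mir-43 mutation 11 to 18 strands rose and 0 to 8 fell, and 0 to 9, 0 to 6 and 7 to 25 fell in M1, M2 and M3. The miR-43 guide change with ebax-1 loss, miR-43(M1), ran from -0.061 to 0.072, the miR-43 guide change with ebax-1 loss, miR-43(M2), from 0.77 to 1.02, the miR-43 guide change against wild-type miR-43, miR-43(M2), from -2.12 to -1.45, the guide to passenger ratio, wild-type miR-43, from 2.08 to 2.89, the guide to passenger ratio, miR-43(M1), from -1.16 to 0.95, and the guide to miR-44 passenger ratio, miR-43(M1), from -0.18 to 0.038. piRNAs numbered 0 to 106 higher and 0 to 390 lower. The log2 fold change of mir-43 in ebax-1, L2, of 0.32 ran from -0.65 to 0.91 (lowest without mutant replicate 2), and the log2 fold change of mir-239b in ebax-1, germline-depleted adult, of 0.17 from -0.15 to 0.58 (lowest without control replicate 1), neither of them called.

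With 2 libraries per group, the replicate numbers were not taken to pair the libraries, since no source names a batch or day they stand for. Across strands, the correlation of the difference between replicates 1 and 2 in the control with that in the mutant ran from -0.439 (L3 larvae) to 0.461 (gravid adults). Nor were they in mir-43(M1), where the deviations of libraries with the same number correlated at 0.0856 to 0.504 and the libraries of replicate 2 did not both correlate best with each other. With the replicate number as a replicate block, 13 strands were higher and 3 lower in early embryos, 6 lower in late embryos, 23 and 14 in L1, 10 lower in L2, 29 and 25 in L3 larvae, 0 higher in L4 larvae and 0 in gravid adults, 21 in germline-depleted adults and 1 lower with ju699, 8 differed between the adults, 11 and 22 fell without a mir-43 mutation and in M1, and 1 piRNA was lower, outside the interval. The block of the mir-43 fits was 1 effect per replicate number shared by all 8 groups, so it does not model pairing within 1 strain. In mir-43(M2) and mir-43(M3), the numbers were taken to pair the libraries from these same counts, and the main fits left the block out. There, 13 and 29 strands fell with the block. The miR-43 guide change with ebax-1 loss, miR-43(M2), was 0.88 with it (adjusted p = 0.023 from edgeR). The block changed no other call on the miR-43 guide, its ratios or its difference from wild-type miR-43 in these strains.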

Differences from the paper's values

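Alternatives are named by what they change, and those given here were set before the data were examined, while the arm that stands for miR-788 and others was chosen once the counts were known. The paper's counts are at an FDR under 0.01 from its own mixture model, while those of edgeR are at an adjusted p under 0.01.

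In early embryos, 32 strands were higher, against the paper's about 1 in Fig. 1A, read by eye. With all time course libraries in one fit the count was 1, and with DESeq2 and a bi-beta uniform mixture 1; it differed with DESeq2 (29), an adjusted p under 0.05 (44), scaling by library size (21), no low-count filter (32), the filter over mutants too (32) and the replicate block (13). Late embryos had 27 higher strands, against the paper's about 14 in Fig. 1A, read by eye. Scaling by library size (21), the mixture (15) and leaving out mutant replicate 2 (20) came within 1.5 times of it, and DESeq2 (26), an adjusted p under 0.05 (32), no low-count filter (26), the filter over mutants too (29), the replicate block (26) and all time course libraries in one fit (7) did not. In L2 larvae, 13 strands were higher, against the paper's about 8 in Fig. 1A, read by eye. Scaling by library size (10), the mixture (8) and leaving out mutant replicate 1 (12) came within 1.5 times, while DESeq2 (16), an adjusted p under 0.05 (17), no low-count filter (16), the filter over mutants too (13), the replicate block (14) and all libraries in one fit (13) did not. Gravid adults had 1 higher strand, against the paper's about 9 in Fig. 1A, read by eye. DESeq2 (10), an adjusted p under 0.05 (8), the mixture (9) and leaving out control replicate 1 (9) came within 1.5 times, and scaling by library size (1), no low-count filter (1), the filter over mutants too (1), the replicate block (0) and all libraries in one fit (16) did not. Without any other 1 library, the counts at these stages also differed.

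The paper calls 8 miRNAs in gravid adults that did not pass 0.01 by edgeR, miR-797, miR-230, miR-247, miR-253, miR-37, miR-42, miR-43 and miR-239b (adjusted p 0.017 to 0.11). All 8 passed with DESeq2, with all time course libraries in one fit and with the mixture, 7 at an adjusted p under 0.05 (not miR-253), and miR-37, miR-42 and miR-43 without control replicate 1 or 2. In germline-depleted adults it calls miR-40, miR-35, miR-42, miR-41 and miR-253, which had adjusted p from 0.0101 to 0.0174. All 5 passed with DESeq2, at an adjusted p under 0.05, with all time course libraries in one fit, scaled by library size, with the replicate block, with the mixture, and without control replicate 2 or either mutant replicate, and 4 (not miR-253) with no low-count filter and without control replicate 1.

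The paper states smaller increases of miR-43 in mir-43(M2) and mir-43(M3) than with wild-type miR-43. It tested them with a 2-way ANOVA and Dunnett's test, whereas the adjusted p here are over all miRNAs, so the thresholds are not alike. Here the log2 differences were -1.80 (adjusted p = 0.11 and unadjusted p = 0.00053 from edgeR) and -1.34 (0.66 and 0.0059). That of mir-43(M2) passed 0.05 with DESeq2 (0.0035), with the time course L4 libraries added (0.0054) and without mir-43(M3); ebax-1 replicate 2 (0.047), over a range of 0.0035 to 0.47, and that of mir-43(M3) in no setting (0.056 to 0.998). For guide against passenger strand, too, the paper used its 2-way ANOVA, whereas the p from limma here are adjusted over 91 pairs of strands. The fit of 8 groups shares its spread with mir-43(M1), whose passenger strand had 0 counts in replicates 2 and 3. The paper states that the miR-43(M3) guide increased more than its passenger strand. Its ratio changed by 0.94 here (adjusted p = 0.40 from limma), and it passed in no setting (0.11 to 0.76); that of miR-43(M2) passed with only the groups compared in the fit (0.0031).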

Other observations

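The tests on other splits of the mir-43 libraries were chosen only after the counts had been seen.

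The miR-64 family went in both directions in late embryos (values in brackets are log2 fold changes and standard errors). miR-64 rose 1.87-fold and miR-65, its neighbour in a cluster inside gcn-1, 2.12-fold, while miR-229 of the same cluster fell (-0.31, 0.07). miR-66 rose little (0.16, 0.04), which turned to -0.02 when scaled by library size. Of the 5 members 3 rose and 1 fell there, 2 rose in L1 and 1 in L3 larvae (2 adjusted over the list alone) and 2 in L1 larvae of the ju699 allele; elsewhere 0 passed by edgeR or DESeq2, and 7 of 25 tests had an unadjusted p under 0.05. The calls of miR-66 and miR-229 were lost with 1 library left out (highest adjusted p 0.029 and 0.0104 from edgeR's quasi-likelihood test), and so were those of miR-64 in L1 larvae (0.040), miR-65 in L3 larvae (0.090) and, without either mutant library, miR-44 and miR-71 in early embryos. Of the 3 members of the miR-44 family, 1 rose in early embryos (miR-44, 0.53, 0.11), 2 in late embryos (miR-44 and miR-61), 1 in L1 larvae (miR-44, 0.75, 0.09) and 2 in germline-depleted adults (miR-61 and miR-247). Adjusted over the list alone, 3 rose in L4 larvae, 2 in gravid adults, 3 in germline-depleted adults and 1 with ju699, and 1 fell in L3 larvae. Among 5 miRNAs of ageing and stress, 1 rose in early embryos (miR-71, 0.43, 0.14), 2 in late embryos (miR-71, 0.92, 0.07, and miR-34, 0.50, 0.10), 2 in L2, 3 in L3 and 2 in L4 larvae, and adjusted over the list alone 4 in L3 and 4 in L4 larvae and 1 in gravid adults. Of the 3 miRNAs of the mir-42-44 transcript, 2 rose in early embryos, 3 in late embryos and L1 larvae, 2 in L3 and L4 larvae, 1 in germline-depleted adults, 1 with ju699 and 0 in L2 larvae and gravid adults (1 and 3 at an unadjusted p under 0.05, 0 and 2 by DESeq2), and adjusted over the list alone 3 in L4 larvae, in both kinds of adults and with ju699. Of the 7 from the mir-35-41 transcript, 3 rose in early embryos, 4 in germline-depleted adults, 5 with ju699 and 7 in late embryos and at each larval stage, and in gravid adults 1 only when adjusted over the list alone.

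lin-4 was the only developmental timing miRNA that passed, among 5 tested in early embryos; at the other stages and with ju699 9 of 42 tests of these 6 miRNAs had an unadjusted p under 0.05 and 3 passed by DESeq2. Of the 6 members of the miR-51 family, 1 fell in early embryos (miR-56, log2 fold change -0.35, standard error 0.11) and 3 in late embryos (4 adjusted over the list alone), by little, such as -0.18 (0.04) for miR-53. Of the miR-58 family 1 of 5 fell, in late embryos, where 1 more rose when adjusted over the list alone. Among 4 neuronal miRNAs, miR-790 fell in early embryos (-0.87, 0.17) and late embryos, and 1 fell in L1 larvae when adjusted over the list alone. The muscle miRNA miR-1 rose in late embryos (0.21, 0.05; 0.03 when scaled by library size), as did the glial miR-228 (0.16, 0.04; -0.02), and the intestinal miR-60 passed in L3 larvae alone. At the stages where none of a list passed by edgeR, 2, 7, 6, 1, 3 and 1 tests of the miR-51 and miR-58 families, neurons, muscle, intestine and glia had an unadjusted p under 0.05, and 0, 2, 2, 0, 0 and 0 passed by DESeq2. Every early embryo call was lost without mutant replicate 1 or 2, and those of miR-53, miR-1 and miR-228 in late embryos with 1 library left out (highest adjusted p 0.018, 0.091 and 0.024).

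For each mir-43 strain, the 6 libraries with and without ebax-1 can be split in 10 ways, too few for a share under 0.05. The real split gave 20 changed strands in mir-43(M1), 14 in mir-43(M2) and 31 in mir-43(M3). The highest other split gave 1, 0 and 0, so 1 split of 10 reached the real number in each. The other splits mix ebax-1 and intact libraries in each arm, so an effect of the mutation adds to the spread within their arms. Their low counts therefore do not show how many strands unrelated libraries would give. In mir-43(M2) and mir-43(M3), 4 of the splits part all 3 pairs of same-numbered libraries, the real one included, and the others of these gave 0 changed strands, as did the splits that part fewer pairs.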
